# *N* ^6^-Methyladenosine Methylomic Landscape of Lung Tissues in Murine Acute Allergic Asthma

**DOI:** 10.3389/fimmu.2021.740571

**Published:** 2021-10-19

**Authors:** Fangzhou Teng, Weifeng Tang, Tulake Wuniqiemu, Jingjing Qin, Yaolong Zhou, Xi Huang, Shiyuan Wang, Xueyi Zhu, Zhao Tang, La Yi, Ying Wei, Jingcheng Dong

**Keywords:** asthma, mouse, lung tissue, OVA, m6A, *N* ^6^-methyladenosine, MeRIP-seq

## Abstract

Allergic asthma is well known as a common respiratory disorder comprising an allergic inflammatory nature and excessive immune characteristic. *N* ^6^-methyladenosine (m6A) methylation is an RNA epigenetic modification that post-transcriptionally regulates gene expression and function by affecting the RNA fate. Currently, m6A methylation is gaining attention as a mechanism of immunoregulation. However, whether m6A methylation engages the pathological process of asthma remains uncertain. Here, we present the m6A methylomic landscape in the lung tissues of ovalbumin-induced acute asthma mice using MeRIP-seq and RNA-seq. We identified 353 hypermethylated m6A peaks within 329 messenger RNAs (mRNAs) and 150 hypomethylated m6A peaks within 143 mRNAs in the lung tissues of asthmatic mice. These differentially methylated mRNAs were found to be involved in several immune function-relevant signaling pathways. In addition, we predicted 25 RNA-binding proteins that recognize the differentially methylated peak sites by exploring public databases, and the roles of these proteins are mostly related to mRNA biogenesis and metabolism. To further investigate the expression levels of the differentially methylated genes, we performed combined analysis of the m6A methylome and transcriptome data and identified 127 hypermethylated mRNAs (107 high and 20 low expression) and 43 hypomethylated mRNAs with differential expressions (9 high and 34 low expression). Of these, there are a list of mRNAs involved in immune function and regulation. The present results highlight the essential role of m6A methylation in the pathogenesis of asthma.

## Introduction

*N* ^6^-methyladenosine (m6A) methylation is an RNA epigenetic modification that is one of the most abundant modifications in eukaryotic messenger RNA (mRNA) (1). Several scholars have argued that m6A modification has a critical role in regulating mRNA expression (2), stability (3), and translation (4). These regulations affect the diverse vital activities of living systems. Numerous research studies have confirmed the importance of m6A-modified mRNAs in multiple physiological functions and disease pathologies throughout life, including, but not limited to, regulation of the formation of various tissues such as cerebral cortex development (5), ocular angiogenesis (6), and adipogenesis (7) and the regulation of cell differentiation and function such as in hematopoietic stem cells (8), pancreatic β cells (9), skeletal muscle cells (10), and spermatozoa (11). Besides, changes in the m6A methylation levels of mRNAs also contribute to a variety of tumors, such as gastric (12), breast (13), lung (14), thyroid (15), and bladder (16) cancers, and non-tumor diseases, such as heart failure (17), type 2 diabetes (18), depressive disorder (19), and kidney injury (20). Recently, studies have confirmed that m6A RNA modification is closely related to the regulation of immune function (21). It has been found that m6A modification can affect the differentiation of macrophages (22), the homeostasis and function of T cells (23), and the activation of dendritic cells by regulating the stability of mRNAs. In addition, m6A modification is also concerned with various inflammatory responses in diseases such as spontaneous colitis (24), alcoholic kidney injury (25), and coronary artery disease (26).

The pathogenesis of asthma is predominantly attributed to the excessive immune response of T helper cell type 2 (Th2) and the production of substantial amounts of inflammatory cytokines [interleukin 4 (IL-4), IL-5, and IL-13] (27, 28). These cytokines mediate eosinophilic infiltration, airway hyperresponsiveness, and mucus and immunoglobulin E (IgE) overproduction (27, 29). Ovalbumin (OVA) extracted from chicken eggs is a well-known allergen and was applied to induce robust allergic lung inflammation in mice (30). Since OVA can effectively induce Th2 immune response, airway eosinophil infiltration, and airway hyperreactivity in mice (31), OVA induction has become a classic method of asthma modeling. To date, the role of other epigenetic modifications (DNA methylation, histone modification, and miRNA) in asthma has been well identified (32–34). Previous studies have also shown that m6A modification has an essential role in the regulation of immune function and inflammatory response; however, the relationship between m6A methylation and asthma remains to be elucidated.

For further insight into the role of m6A in asthma, we determined the distribution patterns of transcriptome-wide methylated sites and identified the differentially methylated mRNA transcripts in the lung tissues following OVA-induced asthma *via* methylated RNA immunoprecipitation sequencing (MeRIP-seq) and RNA sequencing (RNA-seq). To explore the potential mechanisms by which differentially methylated mRNAs might function, we next predicted the RNA-binding protein (RBP) candidates that might bind to the differential methylation site. Lastly, we analyzed the gene expressions of the differentially methylated mRNAs by combining the MeRIP-seq and RNA-seq data in order to explore whether the methylation levels of mRNAs affect their corresponding gene expression levels. Our study uncovers the underlying mechanism of m6A methylation in asthma.

## Results

### Mouse Model of OVA-Induced Allergic Asthma

Our study is based on the classic OVA model of allergic asthma. The schematic design of the animal modeling is shown in **Figure 1A**. Airway hyperresponsiveness is the most typical pathological feature of allergic asthma. To explore the ability of OVA to effectively induce airway hyperresponsiveness in mice, we tested the pulmonary function of mice. In the OVA-induced asthma mouse model (hereafter abbreviated as OVA group), lung resistance was increased (**Figure 1B**) and the dynamic compliance (*C*_dyn_) (**Figure 1C**) was significantly decreased at 3.125, 12.5, and 50 mg/ml methacholine compared with those of phosphate-buffered saline (PBS)-treated control mice (hereafter abbreviated as PBS group).

**Figure 1:**
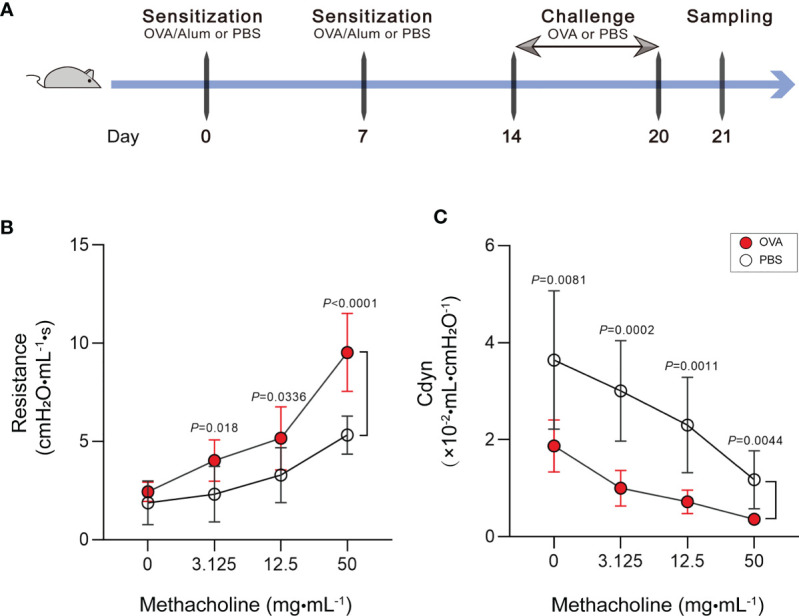
Increase of airway hyperresponsiveness in OVA-induced asthma. **(A)** Schematic diagram of the establishment of acute allergic asthma mouse model. **(B, C)** Lung resistance **(B)** and dynamic compliance **(C)** (*C*_dyn_) in response to increasing doses of methacholine. Values are presented as the means ± SD (*n* = 11, two-way mixed-design ANOVA). *OVA*, ovalbumin; *Alum*, aluminum hydroxide; *PBS*, phosphate-buffered saline.

Th2-type immune response is crucial for triggering the development of airway hyperresponsiveness. Therefore, we next examined airway inflammation in the OVA group using ELISA, hematoxylin and eosin (HE) staining, and leukocyte classification and counting. In ELISA (**Figure 2A**), the levels of IgE in serum and IL-4, IL-5, and IL-13 in bronchoalveolar lavage fluid (BALF) were measured in mice in the OVA group at significantly higher concentrations than that in PBS control mice. Meanwhile, we classified and counted the leukocytes in BALF, and the results indicated distinctly increased numbers of total leukocytes (Total), neutrophils (Neu), lymphocytes (Lym), monocytes (Mon), eosinophils (Eos), and basophils (Bas) (**Figure 2B**) and rising percentages of Lym, Eos, and Bas (**Figure 2C**) in the OVA group compared with those in the PBS group. Furthermore, HE staining of lung tissue sections showed an increased inflammatory cell infiltration around the airway and blood vessels in OVA-induced mice (**Figure 2D**), and the corresponding histological inflammation score (**Figure 2E**) was higher in the OVA group compared with that of the PBS group.

**Figure 2:**
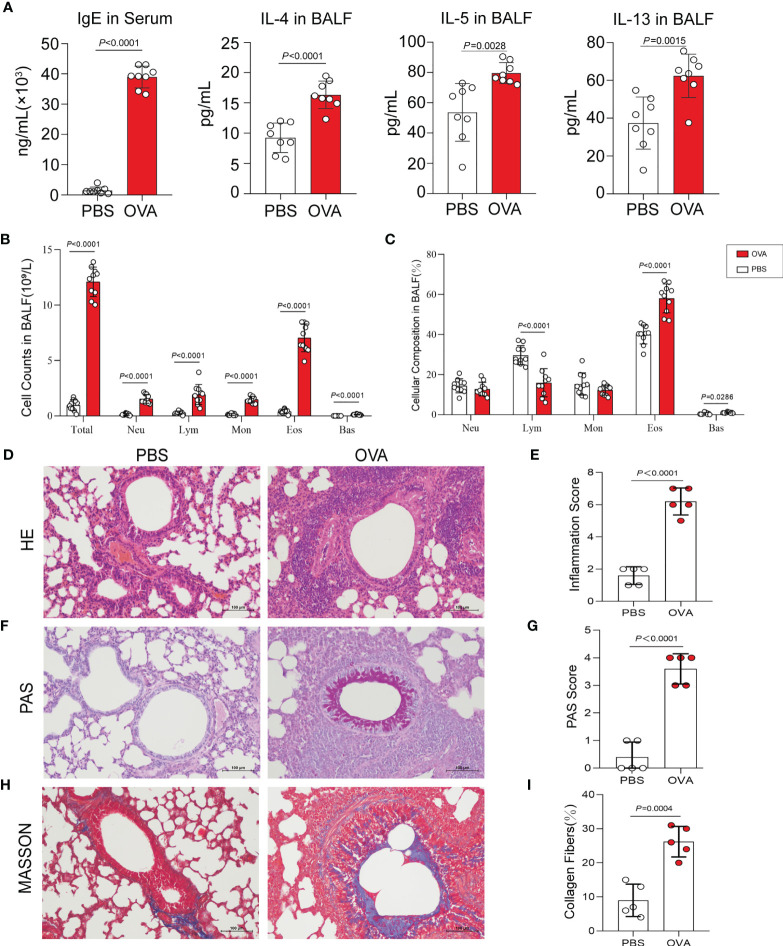
Allergic inflammation of airway induced by ovalbumin (OVA). **(A)** Levels of IgE in serum and IL-4, IL-5, and IL-13 in bronchoalveolar lavage fluid (BALF) (*n* = 8). **(B, C)** Cell count **(B)** and percentage **(C)** of leukocytes in BALF (*n* = 10). **(D)** Representative images of hematoxylin and eosin (HE) stain on lung sections. **(E)** Inflammatory cell infiltration was quantified by the inflammation score. **(F)** Representative images of periodic acid–Schiff (PAS) stain. **(G)** Mucus secretion was quantified by PAS scores. **(H)** Representative images of Masson’s trichrome (MT) stain. **(I)** Collagen deposition was quantified by the percentage of collagen fibers area (*n* = 5). *Scale bar*, 100 μm. Values are presented as the means ± SD (unpaired and two-tailed Student’s *t*-test). *Total*, total leukocytes; *Neu*, neutrophils; *Lym*, lymphocytes; *Mon*, monocytes; *Eos*, eosinophils; *Bas*, basophils.

Additionally, we performed periodic acid–Schiff (PAS) and Masson’s trichrome (MT) staining on the lung sections. PAS staining and positive scores revealed increased airway mucus secretion in the OVA group, which was implicated in goblet cell hyperplasia (**Figures 2F, G** **)**, and the results of MT staining showed that the increase in collagen fiber deposition in the airways of mice in the OVA group confirmed the change of the airway structure and the occurrence of airway remodeling (**Figures 2H, I** **)**.

### Overview of Sequencing Data

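Lung tissue of 3 mice per group was used for sequencing. Mice of the OVA group had been sensitized with ovalbumin and alum on days 0 and 7 and challenged with aerosolized 3% ovalbumin for 30 min from day 14 to day 20. PBS mice served as controls, and tissue was taken on day 21. Each mouse gave an immunoprecipitated (IP) library, made from RNA fragments pulled down with an m6A antibody, and an input library of the same RNA without the pull-down. The authors cleaned the reads with FASTP, mapped them with HISAT2 to the mouse genome of Ensembl, called peaks with exomePeak and annotated them with ChIPseeker. They deposited 1 peak list per group, so the lists carry no values of single mice and differences between the lists have no replicate check. Each peak has its position, its exonic blocks, its fold enrichment of IP over input and the log10 of its p value and FDR, all as the authors' peak caller gave them. The median fold enrichment was 5.59 in the OVA list, with quartiles of 2.91 and 11.4. In the PBS list it was 5.44, with quartiles of 2.86 and 10.9. The weakest peak had a log10 p value of -1.3 in the OVA list and -1.31 in the PBS list. According to the paper's Supplementary Table S1, the IP libraries held between 89355952 and 90623294 valid reads in the OVA group and between 84151426 and 91930976 in the PBS group. A peak was counted as an mRNA peak when the transcript that the authors assigned to it was annotated as protein-coding.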

After six MeRIP-seq libraries and six RNA-seq libraries were sequenced, an average of 92,112,289 raw reads (13.82 GB data) from MeRIP-seq and 79,562,999 raw reads (11.93 GB data) from RNA-seq were obtained (**Supplementary Table S1**). Then, the reads that contained adaptor contamination, low-quality bases, and undetermined bases were filtered out and clean reads were obtained. Specifically, we collected an average of 89,544,192 valid MeRIP-seq reads (12.31 GB data) and 77,517,266 valid RNA-seq reads (10.58 GB data) (**Supplementary Table S1**). Further analysis found that an average of 77,085,259 (93.05%) clean reads were mapped to the mouse reference genome. Of these, an average of 11,444,146 (13.84%) were multi-mapped reads and 65,641,113 (79.21%) were unique mapped reads (**Supplementary Table S2**). Having analyzed the mapped reads in different genomic regions, we found approximately 58.41% of reads mapped to exons, 39.8% mapped to introns, and 1.79% mapped to intergenic regions (**Supplementary Table S3**).

### Distribution Characteristics of m6A Methylated Peaks in Asthma

By comparing the distributions of the MeRIP-seq and RNA-seq reads in the lung tissues of mice in the OVA and PBS groups, we identified 27,292 m6A peaks within 14,118 transcripts in the OVA group (**Supplementary Table S4**) and 26,102 m6A peaks within 13,564 transcripts in the PBS group (**Supplementary Table S5**). 

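The deposited OVA list held 27292 peaks on 14126 gene identifiers with 14118 distinct gene names, and the PBS list held 26102 peaks on 13569 identifiers with 13564 names. The peaks lay on 18049 distinct transcripts in the OVA list and on 17208 in the PBS list. Of the OVA peaks, 26783 had an FDR under 0.05, and 25539 of the PBS peaks did. A fold enrichment of at least 2, the filter that moved the counts most, left 24538 OVA peaks and 23339 PBS peaks. The highest fold enrichment among mRNA peaks with an FDR under 0.05 was that of 1810013L24Rik in both lists. It was 275 in the OVA list, at 8830099 to 8830548 on chromosome 16, and 227 in the PBS list, at 8830129 to 8830548. The next peaks in the OVA list were on Rrbp1, with a fold enrichment of 198, and Tnfsf11, with 196. In the PBS list they were on Lrrc8d, with a fold enrichment of 224, and Zfp759, with 186.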

We next analyzed the enrichment of the m6A peaks in the mRNA transcripts and found that 11,419 m6A peaks were enriched in 6,418 mRNA transcripts of the OVA group (**Supplementary Table S6**) and 11,088 m6A peaks were enriched in 6,224 mRNA transcripts of the PBS group (**Supplementary Table S7**). 

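Peaks assigned to protein-coding transcripts numbered 11419 in the OVA list, or 41.8% of its peaks, and 11088 in the PBS list, or 42.5%. They lay on 6421 gene identifiers with 6418 gene names in the OVA group and on 6224 identifiers in the PBS group. Transcripts annotated as retained introns carried 5569 further OVA peaks and 5253 PBS peaks, and processed transcripts carried 3930 and 3771. Each list also names the gene on which a peak was called, and this differed from the assigned gene for 2629 of the OVA mRNA peaks (23.0%) and 2534 of the PBS mRNA peaks (22.9%). By the gene on which they were called, a definition chosen after the data were seen, 23615 OVA peaks and 22690 PBS peaks lay on genes that RefSeq lists as protein-coding.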

Further analysis revealed an overlap of 1,166 peaks and 5,557 m6A-modified mRNAs between the two groups. 

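Peaks within mRNAs were compared between the lists by the overlap of their exonic blocks. With at least 1 bp of overlap, 9174 of the OVA mRNA peaks (80.3%) were shared with a PBS mRNA peak and 2245 were not. Of the PBS mRNA peaks, 9298 (83.9%) were shared and 1790 were not. Identical start and end positions, the rule that moved the numbers most, held for 1166 peaks and left 10253 OVA and 9922 PBS peaks without a counterpart. With an overlap of at least 50% of both peaks, 7747 OVA and 7733 PBS peaks were shared. At the edge that differed more, shared peaks lay a median of 60 bp apart. mRNAs with a peak in both lists numbered 5557. A further 864 gene identifiers with 861 gene names had an mRNA peak only in the OVA list, and 667 only in the PBS list. When any deposited peak on the gene was counted, whatever its biotype, 583 and 434 remained. Of the mRNAs found only in the OVA list, 88.2% carried a single peak, and their median fold enrichment was 3.64. Those found only in the PBS list were similar, with 88.0% carrying a single peak and a median fold enrichment of 4.44. Among mRNA peaks that overlapped no peak of the other list, those with the lowest p values were assigned to Ccl8, Ocstamp and Msx3 in the OVA list and to mt-Co2, Akap5 and Ces1f in the PBS list. The Ces1f peak was called on Ces1g and lay at a distance of -27118 bp from the assigned start. The Ccl8 peak, at 82115184 to 82116109 on chromosome 11, had a fold enrichment of 3.32, and the Msx3 peak had 55.8.

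**Figure D1:**
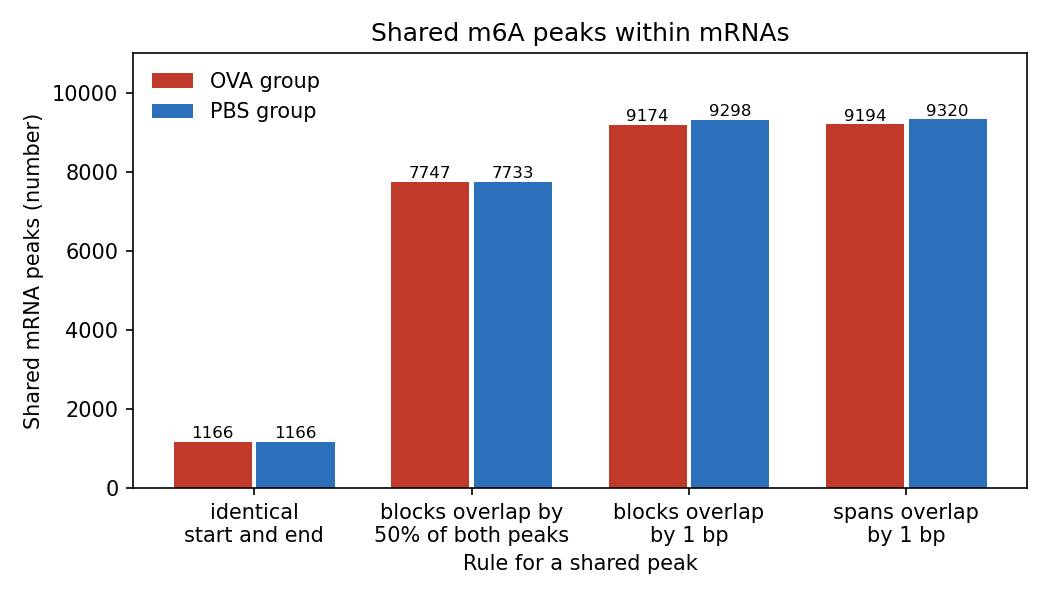
Number of mRNA peaks of each group that count as shared with the other group under 4 rules. Bars for identical coordinates stand at 1166, and bars for an overlap of 1 bp of the exonic blocks stand at 9174 for OVA and 9298 for PBS.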

The OVA group had 10,253 unique m6A peaks and 861 unique m6A-modified mRNAs, while the PBS group had 9,922 unique m6A peaks and 667 unique m6A-modified mRNAs (**Figure 3A**). Meanwhile, the distribution characteristics of the peak frequency and width within the mRNA transcripts were analyzed in the two groups. 

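Among m6A-modified mRNAs, counted by gene identifier, 3600 of 6421 in the OVA group carried 1 peak, or 56.1% (95% Wilson interval 54.8% to 57.3%). In the PBS group 3493 of 6224 did, or 56.1% (54.9% to 57.4%). mRNAs with 2 peaks numbered 1625 and 1549, and those with at least 4 numbered 512 and 492. The intervals cover counting error only. Peak width from start to end, introns included, was at most 600 bp for 7088 OVA mRNA peaks, or 62.1% (61.2% to 63.0%), and for 7187 PBS mRNA peaks, or 64.8% (63.9% to 65.7%). Of the wider peaks, 2454 of 4331 in the OVA group and 2078 of 3901 in the PBS group consisted of more than 1 exonic block. By the summed width of the exonic blocks, 73.8% of OVA and 75.0% of PBS mRNA peaks were within 600 bp.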

The results showed that the majority of m6A-modified mRNAs (3,595 in the OVA group and 3,493 in the PBS group) contained only one peak site (**Figure 3B**), and the widths of the majority of peak sites (7,088 in the OVA group and 7,188 in the PBS group) were within 600 bp (**Figure 3C**).

**Figure 3:**
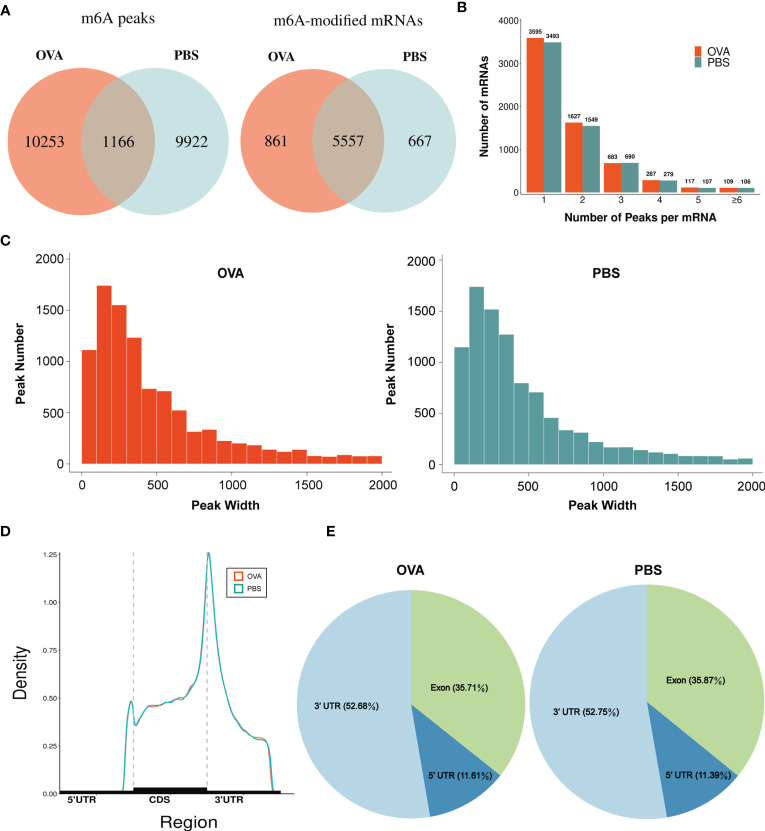
Characteristics of *N* ^6^-methyladenosine (m6A) methylation in lung tissues of the phosphate-buffered saline (PBS) and ovalbumin (OVA) groups. **(A)** Number of group-specific and shared m6A peaks and m6A-modified mRNAs. **(B)** Number of mRNAs containing different numbers of m6A peaks. **(C)** Number of peaks with different widths. **(D)** Distribution density of m6A peaks in the 5' UTR, CDS, and 3' UTR regions. **(E)** Percentage of m6A peaks in the 5' UTR, exon, and 3' UTR regions.

We also investigated the genic region distributions of all m6A peak locations in asthmatic and normal lung tissues. **Figure 3D** shows that the peaks in both the OVA and PBS groups were dominantly distributed in the coding sequence (CDS) near the stop codon. Furthermore, the distribution patterns of the m6A peaks in genic regions of the two groups also showed similar trends. 

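The region is the one that the authors' annotation gives each peak. Over all deposited peaks, 14378 OVA peaks lay in the 3' UTR, or 52.7% (95% Wilson interval 52.1% to 53.3%), 9745 in exons, or 35.7% (35.1% to 36.3%), and 3169 in the 5' UTR, or 11.6% (11.2% to 12.0%). The PBS list had 13768 peaks in the 3' UTR, 9362 in exons and 2972 in the 5' UTR, and each of its shares lay inside the interval of the OVA share. Among mRNA peaks alone, the 5' UTR share was 20.4% in the OVA group and 19.8% in the PBS group, the exon share was 27.8% and 28.8%, and the 3' UTR share was 51.8% and 51.4%. The median fold enrichment of OVA peaks was 6.05 in the 3' UTR, 5.13 in exons and 5.31 in the 5' UTR.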

The peaks were abundant in the 3' untranslated (UTR) region (52.68% in the OVA group and 52.75% in the PBS group) and the exon region (35.71% and 35.87%, respectively), followed by the 5' UTR region (11.61% and 11.39%, respectively) (**Figure 3E**) We next conducted the motif prediction in the regions of m6A peak sites. **Figure 4A** shows the top five high confidential sequence motifs in the two groups. We found RRACH sequence patterns in both groups, which are typical sequence motifs proven to be related to m6A (35). Visualization of the distribution of the transcriptome-wide m6A peaks across the 20 chromosomes was performed in lung tissues. 

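The number of OVA peaks on chromosomes 1 to 19 and X was compared with the number of genes that RefSeq lists on each chromosome of GRCm38. Peaks per 100 genes ranged from 27.9 on chromosome X to 67.6 on chromosome 18. Across the 20 chromosomes, Pearson's r was 0.83 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give) and Spearman's rho was 0.80 (permutation test, p = 8e-05). Without chromosomes 7 and 2, the farthest from the median gene number, r was 0.75 (permutation test, p = 0.00034). OVA peaks that overlapped a PBS peak gave an r of 0.82, and OVA peaks without an overlapping PBS peak gave 0.85. Both had an adjusted p of at most 2.4e-05 over the 6 correlations computed (permutation test with Benjamini-Hochberg adjustment). Chromosome length was taken as the end of the last gene because no genome sequence was used. It gave the lowest r across the 20 chromosomes, 0.54 (permutation test, p = 0.0153). Without chromosomes 1 and 19, r for chromosome length was 0.41 (permutation test, p = 0.0937). The paper states that the distribution coincides with the density of genes, which it shows along the chromosomes. The correlations use totals per chromosome, so they do not test the density within a chromosome. Each peak was called on a gene, so a positive relation with gene number was likely in any case.

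**Figure D2:**
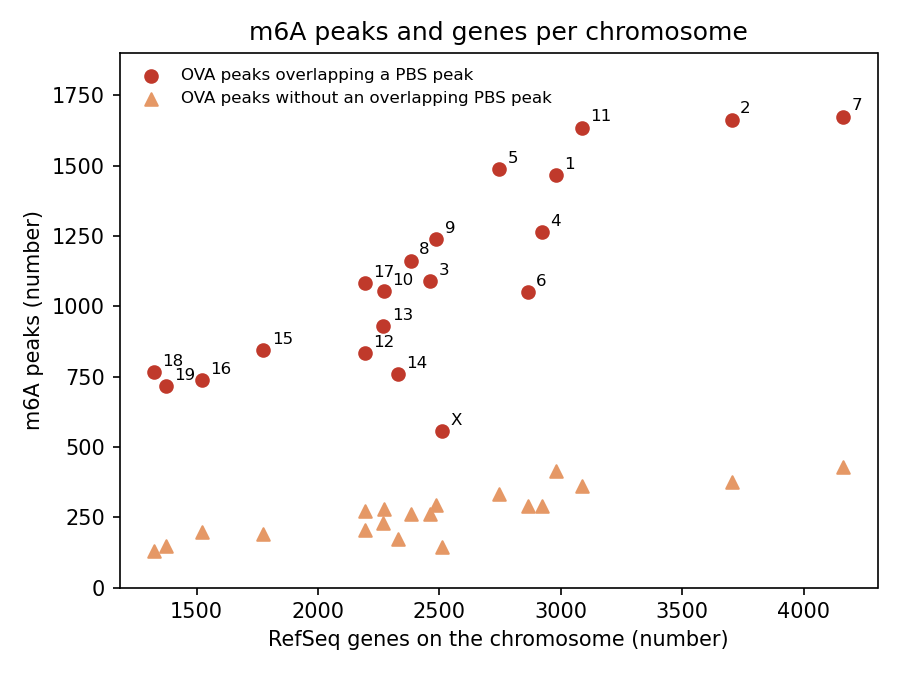
Number of OVA peaks with (circles) and without (triangles) an overlapping PBS peak on each chromosome, against the number of RefSeq genes on that chromosome. Chromosome X, with 2512 genes, has 556 overlapping peaks, and chromosome 7, with 4162 genes, has 1674.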

The results showed that the overlapping peaks between the two groups and the unique peaks of asthma were distributed on each chromosome, and the distribution patterns coincided with the gene content density (**Figure 4B**). Most of the hypomethylated peaks were enriched in chromosomes 2 (27peaks), 5 (23 peaks), and 7 (20 peaks), while most of the hypermethylated peaks were enriched in chromosomes 7 (76 peaks), 2 (74 peaks), and 1 (73 peaks) (**Figure 4B**). In addition, the hypomethylated peaks with the largest widths were distributed on chromosomes 15, 8, and 1, while hypermethylated peaks with the largest widths were distributed on chromosomes 16, 18, and 6 (**Figure 4B**).

**Figure 4:**
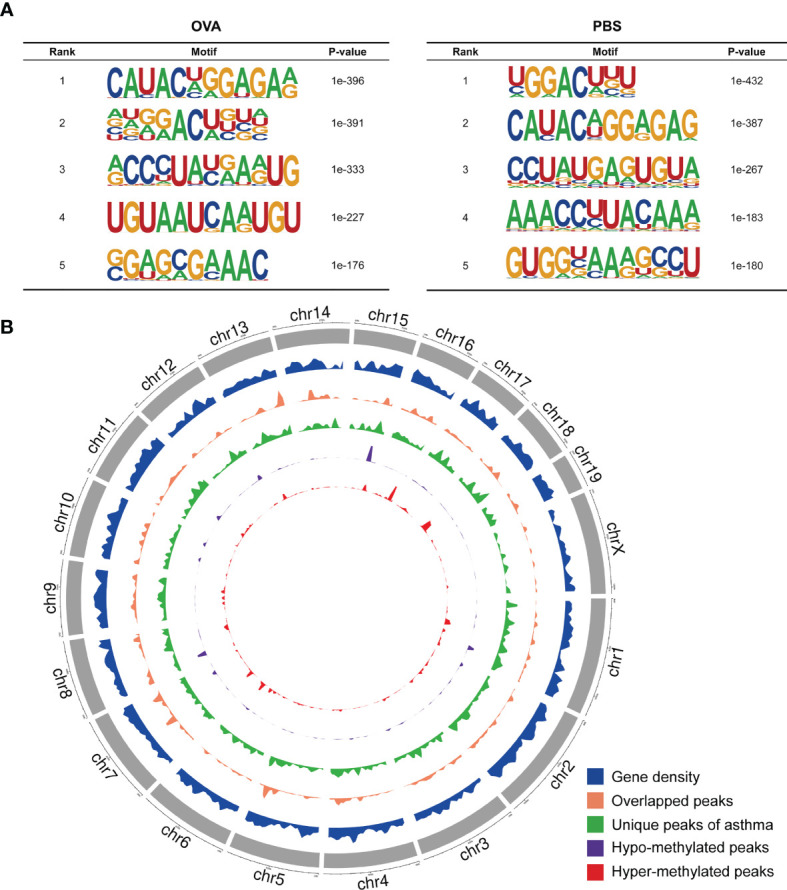
Landscape of *N* ^6^-methyladenosine (m6A)-modified transcripts in ovalbumin (OVA)-induced asthma. **(A)** Top five sequence motifs in the lung tissues from the OVA and phosphate-buffered saline (PBS) groups. **(B)** Density distribution of the m6A peaks along the chromosome. The first track (*blue circle*) indicates the gene density in the lung tissues of the two groups. The second track (*orange circle*) indicates the frequency distribution of overlapping m6A peaks between the OVA and PBS groups. The third track (*green circle*) indicates the frequency distribution of unique m6A peaks in the OVA group. The fourth (*purple circle*) and fifth (r*ed circle*) tracks indicate the frequency distribution of the hypo- and hypermethylated peaks, respectively. *chr*, chromosome.

### Differentially Methylated mRNAs in Asthma

The m6A methylation levels of the lung tissues in the OVA and PBS groups were compared in order to explore the changes and functions of m6A methylation in asthma. 

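Of the differentially methylated peaks in whole sets of transcripts, the part of Supplementary Table S8 analysed here lists 786 hypermethylated peaks of the paper. By exonic blocks, 435 of them (55.3%) overlapped a peak of the OVA list alone, 321 a peak of both lists, 3 a peak of the PBS list alone, and 27 none. The hypomethylated part of this table was not analysed here.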

We found 855 hypermethylated peaks and 300 hypomethylated peaks within whole sets of transcripts (**Supplementary Table S8**), and all differentially methylated m6A peak sites in the two groups most often appeared in the 3' UTR region (57.2%), followed by the exon (31.28%) and the 5' UTR region (11.52%) (**Figure 5A**). Furthermore, we screened out the methylated mRNA transcripts and found that there were 353 significantly hypermethylated peaks within 329 mRNA transcripts and 150 significantly hypomethylated peaks within 143 mRNA transcripts (**Figure 5B** and **Supplementary Table S9**). These mRNA transcripts containing methylated m6A peaks are hereinafter referred to as differentially methylated mRNAs. 

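The paper's differentially methylated mRNA peaks were looked up in the deposited lists. Of the 353 hypermethylated peaks, 194 overlapped a peak of the OVA list only, 148 a peak of both lists and 11 none. Of the 150 hypomethylated peaks, 78 overlapped a peak of the PBS list only, 68 a peak of both lists, 1 a peak of the OVA list only and 3 none. When the overlap had to reach 50% of the differential peak, 86 hypermethylated and 42 hypomethylated peaks overlapped both lists. The fold enrichment of the overlapping list peaks was compared within each list with 10000 random sets of as many shared mRNA peaks. For hypermethylated peaks found in both lists, the median fold enrichment was 14.0 in the OVA list, at percentile 100 of the random sets, and 4.51 in the PBS list, at percentile 0.09. Hypomethylated peaks found in both lists had a median of 4.31 in the OVA list, at percentile 0.07, and of 15.4 in the PBS list, at percentile 100. These peaks had been chosen on the same libraries, so the percentiles only describe them. By the paper's own values, 239 of its hypermethylated and 90 of its hypomethylated peaks had a differential FDR under 0.05.

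**Figure D3:**
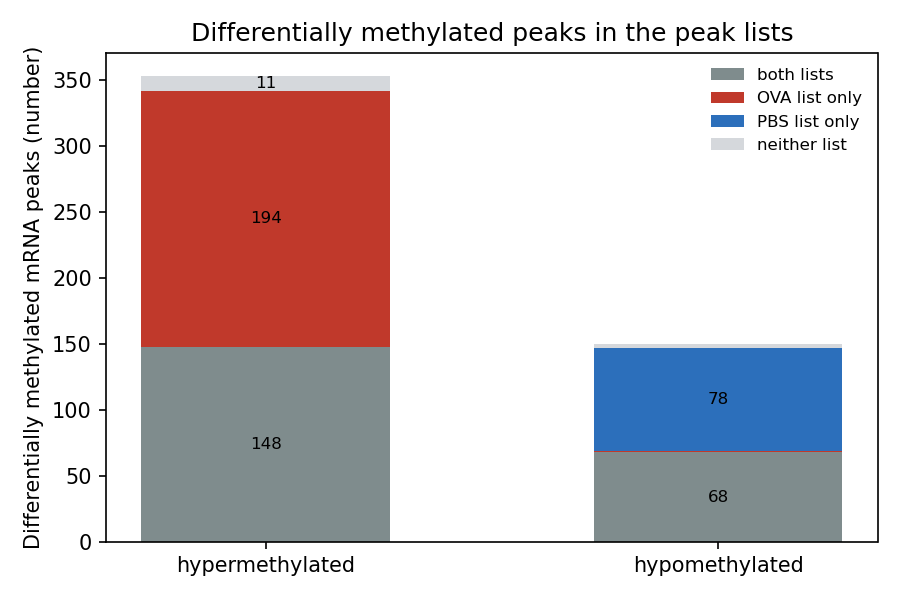
Number of the paper's differentially methylated mRNA peaks that overlap a peak of both deposited lists, of 1 list or of neither. Hypermethylated peaks divide into 148 in both lists and 194 in the OVA list only, and hypomethylated peaks into 68 in both and 78 in the PBS list only.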

The top 20 differentially methylated mRNAs are listed in **Table 1** based on log_2_(Fold change). 

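All 10 hypermethylated mRNAs of Table 1 had a peak of the OVA list at the differential peak, with fold enrichments from 14.4 to 22.1. Only 6330403K07Rik and Vinac1 also had a PBS peak there, with fold enrichments of 2.47 and 5.26. The 10 hypomethylated mRNAs had 11 differential peaks, of which 9 overlapped a peak of the PBS list only. Fold enrichments in the PBS list ranged from 10.4 for Trdn to 86.4 for 2210418O10Rik. Postn, at the head of the hypermethylated mRNAs, had its differential peak at 54317751 to 54318231 on chromosome 3. The OVA peak there, with a fold enrichment of 19.0, was called on Trpc4 and lay at a distance of -42938 bp from the start of the assigned transcript. The differential peak of Ppp4r3a overlapped a peak called on D130020L05Rik in both lists, with a fold enrichment of 27.7 in the OVA list and 12.3 in the PBS list. The OVA peak shared only 1 bp with it, at 101083702 on chromosome 12, and the PBS list also had a peak called on Ppp4r3a there, with a fold enrichment of 17.3. A Gm1043 peak at 37085411 to 37085651 on chromosome 5 overlapped a PBS peak called on Jakmip1.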

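The numbers of the paper's differentially methylated mRNA peaks per chromosome were compared with those expected from the 13209 mRNA peaks of both lists, counting overlapping peaks once. The chi-square statistic was 36.8 (permutation test with 100000 random draws, p = 0.00994). Of the 11 mitochondrial mRNA peaks, 3 were differentially methylated against 0.419 expected. Without the mitochondrial peaks the statistic was 21.0 (permutation test, p = 0.291).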

We calculated the density of these differentially methylated peaks in each chromosome and found that they were not distributed homogeneously (**Figure 5C**). The top five chromosomes with the largest number of peak distributions were chromosomes 7, 1, 11, 2, and 5. 

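On chromosomes 1 to 19 and X, the number of differentially methylated peaks per 100 mRNA peaks in either list ranged from 2.06 on chromosome 18 to 5.44 on chromosome 13. On chromosome 7, which has the most, 42 of the paper's peaks stood against 40.0 expected from its 1051 mRNA peaks. Chromosome 1 had 41 against 31.4 expected, chromosome 11 had 38 against 41.9, chromosome 2 had 37 against 37.1, and chromosome 5 had 37 against 29.1.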

In detail, chromosome 7 harbored the most number of differentially methylated m6A peaks (33 hyper- and 9 hypomethylated peaks), followed by chromosome 1 (32 hyper- and 9 hypomethylated peaks), chromosome 11 (28 hyper- and 10 hypomethylated peaks), chromosome 2 (26 hyper- and 11 hypomethylated peaks), and chromosome 5 (28 hyper- and 9 hypomethylated peaks). The number of hypermethylated peaks in each chromosome was distinctly larger than that of hypomethylated peaks (apart from chromosomes 12 and 19). 

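In the deposited lists, mRNA peaks without an overlapping peak of any biotype in the other list numbered 2095 in the OVA group and 1602 in the PBS group. On each of the 20 chromosomes the OVA number was the higher. Chromosome 12 had 84 such OVA peaks against 54 PBS peaks, and chromosome 19 had 58 against 53. The paper's hypermethylated peaks outnumbered its hypomethylated peaks on 18 of the 20 chromosomes.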

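The mitochondrial chromosome carried 11 peaks in the OVA list and 18 in the PBS list, of which 6 and 11 were assigned to protein-coding transcripts. Their median fold enrichment was 2.61 in the OVA list and 5.39 in the PBS list. All 11 OVA peaks overlapped a PBS peak, while 9 of the PBS peaks overlapped an OVA peak. The PBS list alone had a peak on mt-Co2, at 7012 to 7696, with a fold enrichment of 16.3.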

We also found three differentially methylated peaks in two protein-coding mitochondrial transcripts (MT-ND4 and MT-ND3), and all three peak sites were hypomethylated. MT-ND4 contained two hypomethylated peaks, while MT-ND3 contained one (**Supplementary Table S9**). 

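On mt-Nd4, both lists had a peak starting at 10166, which ended at 10526 in the OVA list and at 10586 in the PBS list. Its fold enrichment was 2.25 in the OVA list and 12.4 in the PBS list. The other differential peak assigned to mt-Nd4, at 9876 to 10173, overlapped peaks called on the neighbouring gene mt-Nd4l, with a fold enrichment of 1.79 in the OVA list and 12.6 in the PBS list. For mt-Nd3, a peak at 9458 to 9777 with a fold enrichment of 15.8 stood in the PBS list, and the OVA list had none.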

Besides, we mapped the differentially methylated peaks (within mRNA transcripts) to the mouse chromosomes and visualized the peak site locations across the chromosomes using the R package RIdeogram (36) (**Figure 5D**).

**Figure 5:**
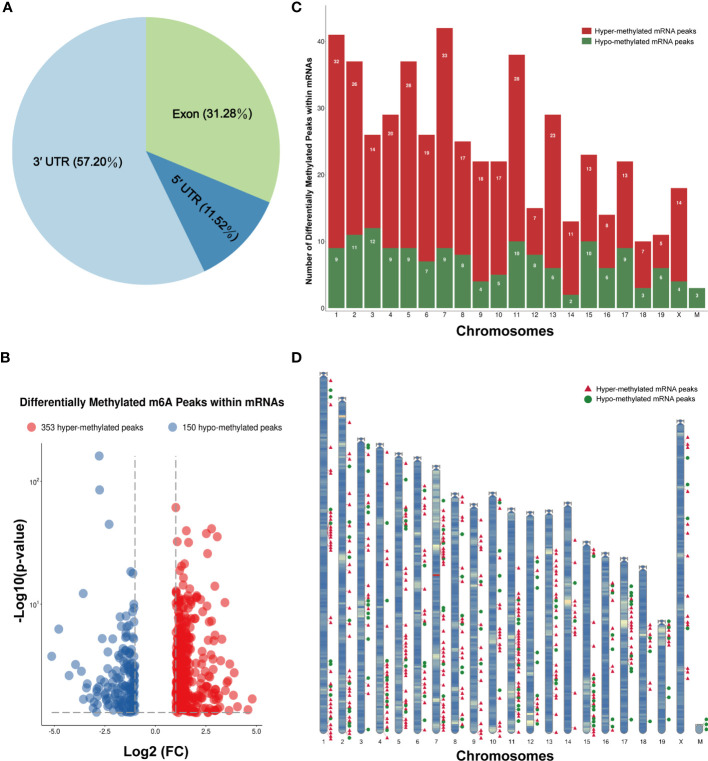
Distribution of the differentially methylated *N* ^6^-methyladenosine (m6A) peaks within mRNA transcripts. **(A)** Percentage of the differentially methylated m6A peaks in the 5' UTR, CDS, and 3' UTR regions. **(B)** The 353 hypermethylated and 150 hypomethylated m6A peaks within mRNAs were identified by comparing the m6A methylation levels of the phosphate-buffered saline (PBS) and ovalbumin (OVA) groups (|log_2_FC| > 1, *p* < 0.05). **(C, D)** Number **(C)** and chromosomal distribution patterns **(D)** of the hyper- and hypomethylated m6A peaks within mRNAs.

**Table 1:** Top 20 differentially methylated mRNAs based on log_2_(FC).

Gene name	Chromosome	Peak start	Peak end	*p*-value	Log_2_(FC)	Regulation	Methylated region
*Postn*	chr3	54317751	54318231	2.04E−02	4.79	Hyper	3' UTR
*Cldn24*	chr8	47822372	47822517	4.17E−02	4.58	Hyper	Exon
*Lrrc66*	chr5	73607180	73607451	3.47E−02	4.06	Hyper	Exon
*Ssr1*	chr13	37967203	37967444	1.74E−03	3.90	Hyper	3' UTR
*Zfp819*	chr7	43617720	43618018	1.55E−02	3.86	Hyper	3' UTR
*Vinac1*	chr2	129038002	129039048	5.62E−04	3.68	Hyper	Exon
*Dkk2*	chr3	132085769	132085949	4.37E−02	3.64	Hyper	5' UTR
*6330403K07Rik*	chr11	71033245	71033483	4.27E−03	3.59	Hyper	5' UTR
*Mycbpap*	chr11	94521502	94521682	5.01E−03	3.54	Hyper	5' UTR
*Cetn4*	chr3	37311668	37311907	1.05E−02	3.46	Hyper	5' UTR
*Trdn*	chr10	33196064	33196305	1.74E−04	−5.13	Hypo	3' UTR
*2210418O10Rik*	chr2	176238717	176239165	5.50E−07	−4.78	Hypo	3' UTR
*Slfn14*	chr11	83275946	83276275	2.40E−03	−4.27	Hypo	3' UTR
*Bhlhe22*	chr3	18056233	18056562	6.03E−04	−3.95	Hypo	3' UTR
*Gm1043*	chr5	37174942	37175542	1.45E−03	−3.66	Hypo	Exon
*mt-Nd3*	MT	9458	9661	6.31E−13	−3.57	Hypo	Exon
*Alcam*	chr16	52453265	52453446	2.09E−02	−3.56	Hypo	5' UTR
*Ppp4r3a*	chr12	101083581	101083702	8.32E−03	−3.41	Hypo	5' UTR
*C2cd4a*	chr9	67831704	67832330	5.75E−03	−3.37	Hypo	5' UTR
*Fam122b*	X	53269684	53269805	1.91E−02	−3.24	Hypo	5' UTR

Hypo, hypomethylation; Hyper, hypermethylation.

### Functional Analysis of Differentially Methylated mRNAs

To explore the biological sense of the differentially methylated mRNAs and their potential role in the pathological processes of asthma, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses. **Figure 6A** provides an overview of the distributions of the differentially methylated mRNAs enriched in various GO categories. In the biological process (BP) category, differentially methylated mRNAs were mainly enriched in “regulation of DNA-templated transcription” (87%), “signal transduction” (81%), and “multicellular organism development” (64%). 

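GO annotations were taken from the deposited lists. Of the 457 differentially methylated mRNAs with an annotation and a peak in either list, 42 were annotated with regulation of transcription, DNA-templated (9.19%), 38 with signal transduction (8.32%) and 31 with multicellular organism development (6.78%). Among all 7018 annotated mRNAs with a peak, the shares were 9.03%, 7.54% and 5.57%. The lowest p of the 3 was that of multicellular organism development (one-sided Fisher's exact test, p = 0.144, adjusted p = 0.476).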

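For the cellular component, 172 of these mRNAs (37.6%) were annotated with membrane, 146 (31.9%) with cytoplasm and 143 (31.3%) with nucleus. The shares of the background were 38.7%, 35.3% and 33.4%.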

In the cellular component (CC) category, the top three enriched functions were “membrane” (91%), “cytoplasm” (76%), and “nucleus” (75%). In the molecular function (MF) category, “protein binding” (82%), “metal ion binding” (47%), and “DNA binding” (26%) were the most enriched terms. 

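The annotation protein binding was carried by 156 of the mRNAs (34.1%), metal ion binding by 89 (19.5%) and DNA binding by 50 (10.9%), against 37.0%, 20.3% and 10.6% of the background.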

We next analyzed the significant enrichment degree of the differentially methylated mRNAs in various GO terms. The differentially methylated mRNAs were found to be significantly enriched in 120 GO terms (*p* < 0.05), suggesting that they are related to diverse biological functions. 

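Every GO term with at least 1 differentially methylated mRNA, 3080 in all, was tested against the annotated mRNAs with a peak in either list. At an unadjusted p under 0.05, 112 terms passed (one-sided Fisher's exact test). None passed after Benjamini-Hochberg adjustment, where the lowest adjusted p was 0.433. With all genes of either list as background, the alternative that moved the number most, 351 terms passed, of which 205 rested on 1 differentially methylated mRNA.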

For instance, the differentially methylated mRNAs were significantly enriched in “G protein-coupled receptor signaling pathway”, “sensory perception of smell”, “positive regulation of cell proliferation in bone marrow”, “regulation of Wnt signaling pathway” (BP; **Figure 6C**), “chromocenter”, “membrane attack complex”, “CCR4-NOT core complex” (CC; **Figure 6D**), “G protein-coupled receptor activity”, “calcium ion transmembrane transporter activity”, and “bioactive lipid receptor activity” (MF; **Figure 6E**). 

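The lowest p among all GO terms was that of positive regulation of cell proliferation in bone marrow, where 3 of 3 background mRNAs were differentially methylated (p = 0.000274, Fisher's exact test). DNA binding, bending and cardiac ventricle formation followed, each with 3 of 5 background mRNAs (Fisher's exact test, p = 0.00248). G protein-coupled receptor activity had 20 mRNAs against 13.2 expected (Fisher's exact test, p = 0.0391), and the G protein-coupled receptor signaling pathway had 21 against 16.3 (p = 0.140). For regulation of Wnt signaling pathway, 3 mRNAs stood against 0.651 expected (Fisher's exact test, p = 0.0233). Sensory perception of smell had 4 against 1.89 (Fisher's exact test, p = 0.116) and chromocenter 2 against 0.391 (p = 0.0533). CCR4-NOT core complex (Fisher's exact test, p = 0.00423), membrane attack complex and bioactive lipid receptor activity (p = 0.0121 each) and calcium ion transmembrane transporter activity (p = 0.0232) had 2 mRNAs each. Each of these terms had an adjusted p of at least 0.433. A term with 3 background mRNAs cannot reach a p under 0.000274 (Fisher's exact test). Over 3080 terms, the smallest ones could therefore hardly pass after adjustment. The tests counted mRNAs by assigned gene, also where the overlapping list peak was called on another gene. Examples are C6 (called on Plcxd3), C9 (Dab2) and Cnot7 (Mtmr7), named after their values were seen.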

Intriguingly, we also found that these differentially methylated mRNAs were significantly enriched in GO terms related to T-cell differentiation and inflammatory response, such as “T-helper 1 cell differentiation”, “cytokine activity”, and “inflammatory response to wounding”. 

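T-helper 1 cell differentiation had 2 of its 3 background mRNAs differentially methylated (Fisher's exact test, p = 0.0121), and inflammatory response to wounding had 2 of 2 (p = 0.00423). Cytokine activity had 7 mRNAs against 5.01 expected from its 77 background mRNAs (Fisher's exact test, p = 0.234).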

Detailed information on the enriched GO terms and the corresponding gene sets are shown in **Supplementary Table S10**.

**Figure 6:**
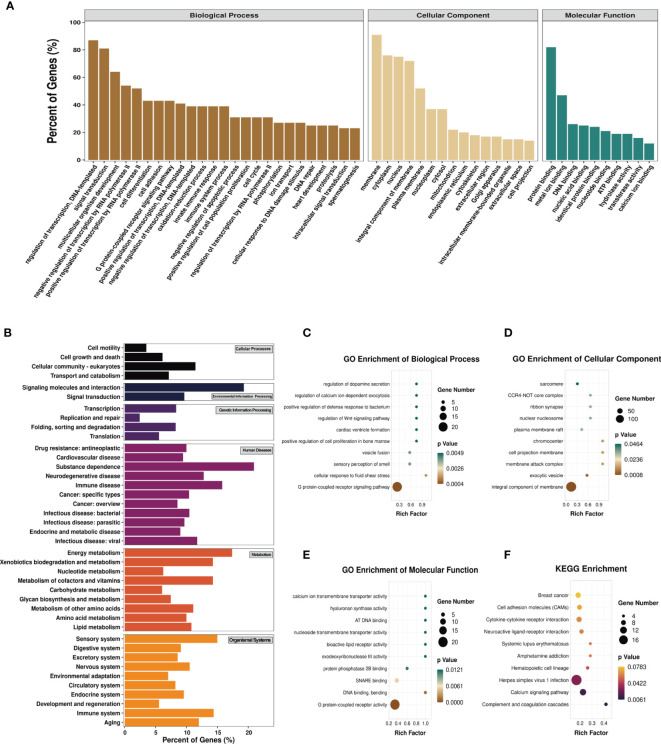
Gene Ontology (GO) function and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses of the differentially methylated mRNAs. **(A)** Percentage of the differentially methylated mRNAs enriched in GO categories such as biological process (BP), cellular component (CC), and molecular function (MF). **(B)** Percentage of the differentially methylated mRNAs enriched in KEGG categories such as cellular processes, environmental information processing, genetic information processing, human diseases, metabolism, and organismal systems. **(C–F)** Top 10 significant GO terms of the BP **(C)**, CC **(D)**, and MF **(E)** categories and KEGG **(F)** pathways.

Likewise, we analyzed the distributions of the differentially methylated mRNAs in the six KEGG categories. The results are shown in **Figure 6B**. In the cellular process category, the differentially methylated mRNAs were mostly distributed in “cellular community-eukaryotes” (11%) and “transport and catabolism” (7%). The most enriched pathways in the environmental information processing category were “signaling molecules and interaction” (19%) and “signal transduction” (10%). In the genetic information processing category, “transcription” (8.33%) and “folding, sorting and degradation” (8.26%) were mainly enriched. “Substance dependence” (20.93%) and “immune disease” (15.79%) were the most enriched pathways in the human disease category. In the metabolism category, the most enriched pathways were “energy metabolism” (17.39%) and “metabolism of cofactors and vitamins” (14.29%). The most enriched pathways in the organismal systems category were “sensory system” (15%) and “immune system” (14.40%). The KEGG pathways significantly enriched by the differentially methylated mRNAs were “complement and coagulation cascades”, “calcium signaling pathway”, “herpes simplex virus 1 infection”, and “hematopoietic cell lineage” (*p* < 0.05) (**Figure 6F**). 

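KEGG pathways were tested in the same way over the 2635 mRNAs with a peak and a pathway, 168 of them differentially methylated. Of 232 pathways, 4 had an unadjusted p under 0.05 and none passed after adjustment, with a lowest adjusted p of 0.989. Calcium signaling pathway had 11 mRNAs against 5.23 expected (Fisher's exact test, p = 0.0135), and complement and coagulation cascades had 5 against 2.04 (p = 0.0492). Herpes simplex virus 1 infection had 19 against 13.3 (Fisher's exact test, p = 0.0658), and hematopoietic cell lineage had 4 against 1.91 (p = 0.120). One carbon pool by folate, with 2 of 4 mRNAs (Fisher's exact test, p = 0.0223), and breast cancer, with 9 of 75 (p = 0.0463), were among those that passed.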

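In hematopoietic cell lineage, the differentially methylated mRNAs with an mRNA peak in either list were Cd5, Il7, Gp1ba and Cd8a. Cd8a falls outside the rule for named genes and was named after its value was seen. Fcer2a had no peak in either list, and its differential peak, at 3691193 to 3694175 on chromosome 8, overlapped none. The differential peak of Il7 in the 5' UTR, at 7612793 to 7613191 on chromosome 3, overlapped none either. Il7 had a 3' UTR peak in both lists, with fold enrichments of 9.88 in the OVA list and 8.88 in the PBS list. At Cd5, on chromosome 19 from 10718130 to 10719145, both lists had a 3' UTR peak, with a fold enrichment of 15.9 in the OVA list and 7.25 in the PBS list. The Gp1ba peak, at 70640602 to 70640961 on chromosome 11, was found in the OVA list only, with a fold enrichment of 4.11.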

Among these pathways, hematopoietic cell lineage is closely related to asthma, and the mRNAs enriched in this pathway included FCER2A, GP1BA, IL-7, and CD5. Detailed information on the enriched KEGG pathways and the corresponding gene sets are shown in **Supplementary Table S11**.

### Prediction of RNA-Binding Proteins

We predicted the RBPs that might bind to the differentially methylated peaks within the whole sets of transcripts *via* exploring the RMBase (v2.0) database (37). The 25 potential RBPs in the 299 hypermethylated peaks and 24 potential RBPs in the 96 hypomethylated peaks were obtained. We classified these bound peaks into nine groups according to log2(FC). **Figure 7A** shows the binding percentage of RBPs in the total differentially methylated m6A peaks. The results displayed that the binding frequency of Cstf2, Mbnl3, Upf1, Ago2, Taf15, Fus, Fmr1, Mbnl2, and Nova in the peaks of each group shared similar distribution patterns. The RBPs which bound the most of peaks were Cstf2 (bound 226 peaks), Mbnl3 (bound 167 peaks), Upf1 (bound 121 peaks), Ago2 (bound 116 peaks), Taf15 (bound 112 peaks), and Fus (bound 109 peaks). The binding abundance of RBPs in the hypermethylated peaks is higher than that in the hypomethylated peaks (**Figure 7B**), which indicated that these RBPs prefer to target hypermethylated peaks. Additionally, the RBPs and their binding peaks were mostly distributed in the group of differentially methylated peaks with log_2_(Fold change) = 1 (**Figure 7C**).

**Figure 7:**
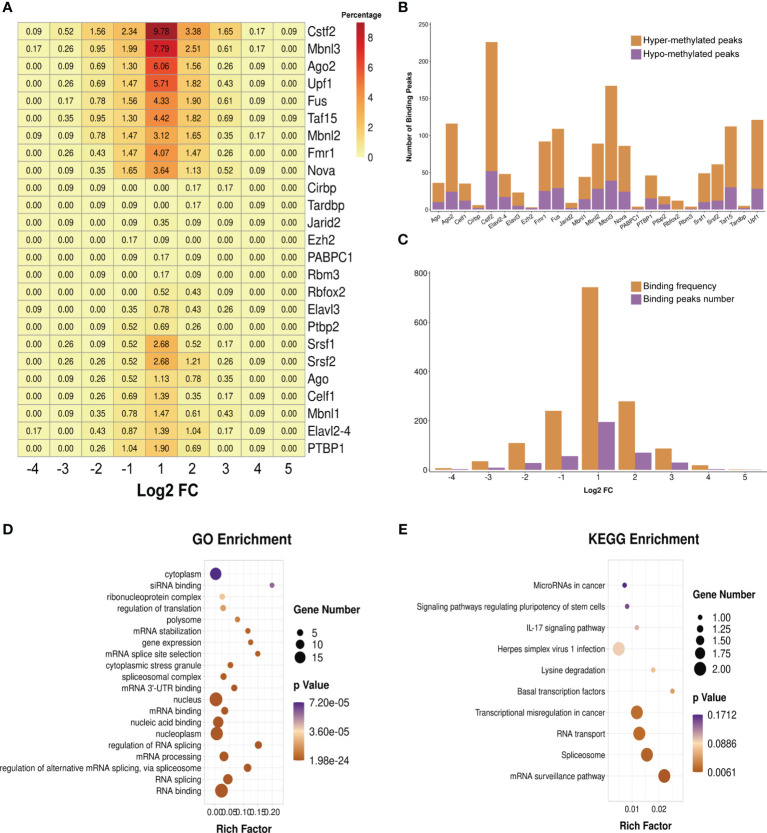
Prediction and function of RNA-binding proteins (RBPs). **(A)** Heatmap showing the binding rates of the 25 RBPs. Values are presented as the binding percentage of RBPs in the total differentially methylated peaks. **(B)** Number of hyper- and hypomethylated peaks bound by RBPs. **(C)** Distribution of RBPs in differentially methylated peaks with different fold change values. **(D, E)** Gene Ontology (GO) **(D)** and Kyoto Encyclopedia of Genes and Genomes (KEGG) **(E)** enrichment analyses of the 25 predicted RBP genes.

We then performed GO and KEGG enrichment analyses on these 25 RBPs, and the results revealed that RBPs were significantly enriched in GO terms and KEGG pathways related to the biogenesis and metabolism of RNA. For instance, RBPs were significantly enriched in the GO terms “RNA splicing”, “regulation of alternative mRNA splicing *via* spliceosome”, “mRNA processing”, “regulation of RNA splicing”, “mRNA 3' UTR binding”, “spliceosomal complex”, “mRNA splice site selection”, and “mRNA stabilization” (**Figure 7D**). The results of KEGG enrichment showed that these RBPs were significantly enriched in “mRNA surveillance pathway”, “spliceosome”, and “RNA transport” (**Figure 7E**).

### Differentially Expressed Genes in Asthma

To identify the differential gene expression profiles in asthmatic lung tissues, we compared the differential gene expressions of the OVA and PBS groups and found a total of 3,766 differentially expressed genes (**Supplementary Table S12**), among which 2,170 were upregulated and 1,596 were downregulated in asthma (**Figure 8A**). A similar trend of expression was displayed in the same group of lung tissues regarding the differentially expressed genes (**Figure 8B**). We further conducted GO and KEGG enrichment analyses for these differentially expressed genes. The results of GO enrichment showed that the function of these genes was involved in immune response and regulation, including “immune system process”, “immune response”, “antigen binding”, “positive regulation of B-cell activation”, and “chemokine-mediated signaling pathway” (**Figure 8C**). KEGG analysis identified a bunch of significantly enriched pathways related to immune regulation and diseases, such as “cytokine–cytokine receptor interaction”, “chemokine signaling pathway”, “HIF-1 signaling pathway”, “systemic lupus erythematosus”, “rheumatoid arthritis”, and “asthma” (**Figure 8D**).

**Figure 8:**
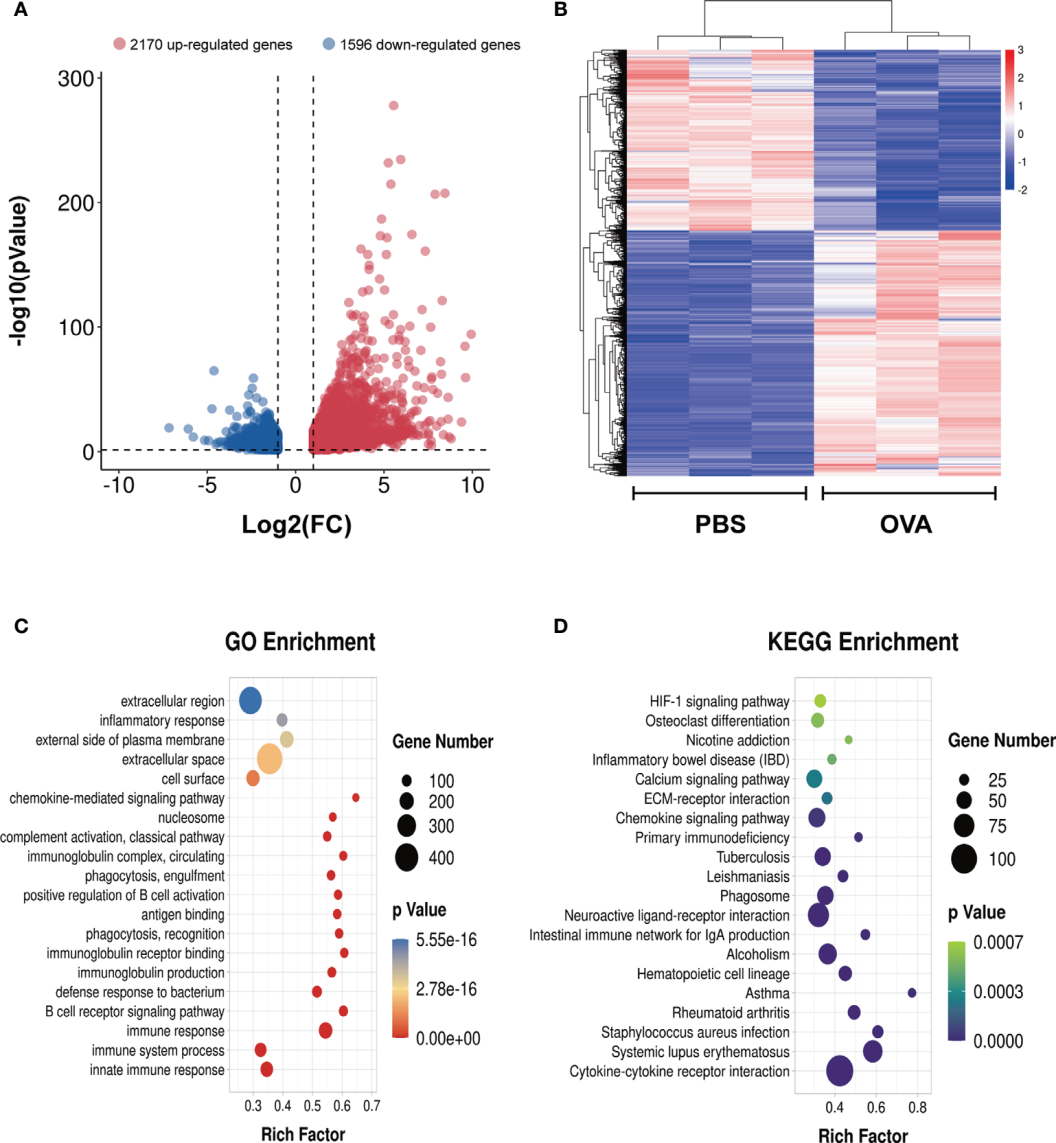
Differentially expressed genes in the lung tissues of ovalbumin (OVA)-induced asthma. Volcano plot **(A)** and heatmap **(B)** showing the significantly differentially expressed genes in lung tissues (|log_2_ FC| > 1, *p* < 0.05). Gene Ontology (GO) **(C)** and Kyoto Encyclopedia of Genes and Genomes (KEGG) **(D)** enrichment analyses of the differentially expressed genes.

### Joint Profiling of m6A Methylation and Gene Expression in Asthmatic Lung Tissues

We next conducted a combined analysis of the MeRIP- and RNA-seq data. 

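The 170 differentially methylated and differentially expressed mRNAs of Supplementary Table S13 were looked up in the deposited lists by their differential peak. Of these, 73 peaks overlapped a peak of the OVA list only, 67 a peak of both lists, 22 a peak of the PBS list only and 8 none. For 18 of the 162 with an overlapping peak, the best overlapping peak was called on another gene than the one whose expression the paper compares.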

Significant differential expressions were found in 170 differentially methylated mRNA transcripts (**Figure 9A** and **Supplementary Table S13**). 

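Among hypermethylated mRNAs that the paper lists as upregulated, 64 of 107 (59.8%) had their differential peak in the OVA list only and 37 in both lists. Among those it lists as downregulated, 9 of 20 (45.0%) had it in the OVA list only and 10 in both lists.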

Specifically, from the 127 hypermethylated mRNAs, we obtained 107 highly and 20 low expressed mRNAs. 

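Among hypomethylated mRNAs that the paper lists as downregulated, 18 of 34 (52.9%) had their differential peak in the PBS list only and 15 in both lists. Of the 9 that it lists as upregulated, 4 had it in the PBS list only and 5 in both lists.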

From the 43 hypomethylated mRNAs, we obtained nine highly expressed and 34 low expressed mRNAs (**Figure 9A**). 

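For the 10 hypermethylated mRNAs of Table 2, with 11 differential peaks, 7 peaks overlapped the OVA list only and 2 both lists. Msx3 had the highest fold enrichment of these in the OVA list, with a peak at 140046394 to 140047886 on chromosome 7. Both differential peaks of Spp1, which start at 104435117 and 104435120 on chromosome 5, overlapped no peak, and neither list had a peak on Spp1. The 2 mRNAs found in both lists were 6330403K07Rik and Perm1, whose fold enrichment was 12.5 in the OVA list and 3.16 in the PBS list. For the 10 hypomethylated mRNAs, 4 peaks overlapped the PBS list only and 5 both lists. Fpr1 had a fold enrichment of 4.62 in the OVA list and 16.0 in the PBS list, and Xirp2, found in the PBS list only, had 26.6. Tcap had 2 peaks in the PBS list, neither of which overlapped its differential peak. The peak assigned to Cebpe was called on Slc7a8, that of Gm7609 on Gm6264 and that of Msc on Gm9947. Both lists also had peaks called on Msc itself at its differential peak, starting at 14755840 and 14755842 on chromosome 1.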

The top 20 differently methylated mRNAs with differential expressions are shown in **Table 2**. To clarify the relationship between the methylation levels and the expression levels of these 170 mRNAs, we further performed Pearson’s correlation analysis and found that the methylation levels of these mRNAs were positively correlated with their expression levels (*R* ^2^ = 0.2007, *P* = 1.01e−9) (**Figure 9B**). This suggested that m6A methylation plays a crucial role in the regulation of gene expression in asthma.

**Figure 9:**
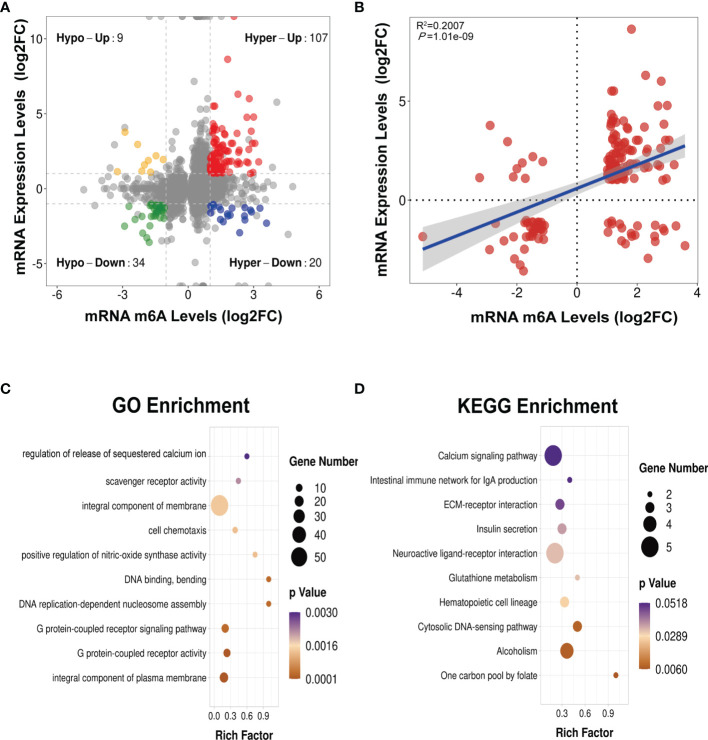
Conjoint analysis of MeRIP-seq and RNA-seq data **(A)** Four-quadrant plot showing the differentially methylated peaks within differentially expressed mRNAs (|log_2_ FC> 1, *p* < 0.05). **(B)** Positive correlation between the *N* ^6^-methyladenosine (m6A) levels and the expression levels of mRNAs with both differential methylation and expression (*R* ^2^ = 0.2007, *p* = 1.01e−09). **(C, D)** Gene Ontology (GO) **(C)** and Kyoto Encyclopedia of Genes and Genomes (KEGG) **(D)** enrichment analyses of mRNAs with both differential methylation and expression. *Hypo*, hypomethylation; *Hyper*, hypermethylation; *Up*, upregulated expression; *Down*, downregulated expression.

**Table 2:** The top 20 differentially methylated mRNAs with differential expression based on log_2_(FC) of gene expression.

Gene name	Chromosome	Methylation regulation			Expression regulation		
		Log_2_(FC)	*p*-value	Regulation	Log_2_(FC)	*p*-value	Regulation
*Cebpe*	chr14	2.10	1.55E−02	Hyper	inf	2.25E−35	Up
*Msx3*	chr7	1.81	3.98E−02	Hyper	8.63	2.99E−44	Up
*Syt13*	chr2	2.28	3.16E−03	Hyper	6.30	9.28E−16	Up
*Gpr84*	chr15	2.80	1.41E−02	Hyper	6.01	5.83E−10	Up
*Spp1*	chr5	1.22	8.32E−06	Hyper	5.51	2.45E−90	Up
*Hrc*	chr7	2.36	3.89E−02	Hyper	−2.94	1.78E−09	Down
*6330403K07Rik*	chr11	3.59	4.27E−03	Hyper	−2.30	1.98E−05	Down
*Perm1*	chr4	1.61	2.00E−12	Hyper	−2.21	1.79E−05	Down
*Paqr9*	chr9	2.60	7.76E−03	Hyper	−2.09	7.91E−06	Down
*Gp1ba*	chr11	1.48	1.07E−02	Hyper	−2.06	7.39E−06	Down
*Clspn*	chr4	−2.89	9.12E−03	Hypo	3.77	3.04E−36	Up
*Msc*	chr1	−2.31	1.95E−02	Hypo	2.95	2.29E−10	Up
*Hdac9*	chr12	−1.47	2.00E−02	Hypo	2.19	6.36E−31	Up
*Gm7609*	chr1	−1.14	2.69E−02	Hypo	1.94	1.09E−05	Up
*Cpz*	chr5	−1.82	3.47E−03	Hypo	1.88	1.37E−06	Up
*Fpr1*	chr17	−1.78	2.24E−04	Hypo	−3.58	2.24E−17	Down
*Tcap*	chr11	−1.89	2.24E−02	Hypo	−3.28	1.84E−08	Down
*Xirp2*	chr2	−2.08	4.27E−02	Hypo	−2.97	2.50E−10	Down
*Rbm20*	chr19	−2.91	4.79E−02	Hypo	−2.50	1.31E−05	Down
*Omd*	chr13	−1.75	1.35E−08	Hypo	−2.48	6.06E−05	Down

Hypo, hypomethylation; Hyper, hypermethylation; Up, upregulated expression; Down, downregulated expression.

To identify the roles of these differentially methylated mRNAs with expression changes in asthma, we performed GO and KEGG enrichment analyses. For the GO enrichment results, the GO terms most significantly enriched were “integral component of plasma membrane”, “G protein-coupled receptor activity”, and “G protein-coupled receptor signaling pathway” (**Figure 9C**). 

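GO enrichment of the 147 annotated mRNAs of the joint set was tested against the mRNAs with a peak in either list. At an unadjusted p under 0.05, 389 of 1582 terms passed, 271 of them with 1 mRNA, and none passed after adjustment, where the lowest adjusted p was 0.138. In 100 random sets of as many mRNAs, a median of 262 terms passed, and 3 sets had at least 389. These sets were not selected on expression as the joint set was, so its excess cannot be credited to methylation. G protein-coupled receptor activity had 12 mRNAs against 4.23 expected (Fisher's exact test, p = 0.00103), integral component of plasma membrane 18 against 8.17 (p = 0.00124), and the G protein-coupled receptor signaling pathway 13 against 5.26 (p = 0.00224). The lowest p was that of DNA binding, bending, with 3 of 5 background mRNAs (Fisher's exact test, p = 8.73e-05). Scavenger receptor activity, with 4 of 17, followed (Fisher's exact test, p = 0.000356).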

We also found that many GO terms related to immune function and inflammatory response were significantly enriched, such as “inflammatory response”, “innate immune response”, “positive regulation of T-cell activation”, “positive regulation of cytokine production”, “response to interleukin-1”, “chemokine receptor activity”, and “T-cell chemotaxis” (**Supplementary Table S14**), which indicated that m6A methylation may have an immunoregulatory effect in asthma. 

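Inflammatory response had 8 mRNAs against 2.95 expected (Fisher's exact test, p = 0.00931), and innate immune response had 9 against 3.41 (p = 0.00705). Chemokine receptor activity had 3 mRNAs against 0.398 expected (Fisher's exact test, p = 0.00682). T cell chemotaxis (Fisher's exact test, p = 0.00418), response to interleukin-1 (p = 0.0176), positive regulation of T cell activation (p = 0.0212) and positive regulation of cytokine production (p = 0.0432) had 2 mRNAs each. Adjusted p values of these terms ranged from 0.143 to 0.179. The joint set was also selected on expression and the background was not, so these tests do not separate methylation from expression. From such terms, the paper proposes an immunoregulatory effect of m6A methylation in asthma.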

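Of 121 KEGG pathways tested for the 59 annotated mRNAs of the joint set, 5 had an unadjusted p under 0.05, and none passed after adjustment. One carbon pool by folate had 2 of its 4 background mRNAs (Fisher's exact test, p = 0.00287, adjusted p = 0.348), and cytosolic DNA-sensing pathway had 3 of 21 (p = 0.0106, adjusted p = 0.623). Insulin secretion had 3 of 24 (Fisher's exact test, p = 0.0155). Alcoholism had 3 of 62 (Fisher's exact test, p = 0.160) and hematopoietic cell lineage 2 of 30 (p = 0.144).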

The KEGG enrichment results showed that these differentially methylated mRNAs with expression changes were significantly enriched in “one carbon pool by folate”, “alcoholism”, “cytosolic DNA-sensing pathway”, “hematopoietic cell lineage”, among others (**Figure 9D** and **Supplementary Table S15**). Given that the pathological mechanism of asthma involves immune dysregulation and excessive inflammation, we thus explored whether there are differential m6A-modified mRNAs associated with pathological processes. Interestingly, a bunch of differentially methylated mRNAs related to immune regulation were found. Here, we enumerated five representative mRNAs (*CCDC88B*, *PLD4*, *ZBP1*, *GPR183*, and *CCR2*) and visualized the distribution of the peak regions in these mRNAs using IGV software (**Figure 10**).

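The differential peak of Ccdc88b, on chromosome 19 from 6853101 to 6853820, overlapped a peak of both lists, with a fold enrichment of 12.4 and a log10 FDR of -114 in the OVA list, and of 9.57 and -21.8 in the PBS list. The other differential peaks overlapped a peak of the OVA list only. That of Pld4 started at 112760654 on chromosome 12 and had a fold enrichment of 5.48 and a log10 FDR of -18.6. Zbp1 had its peak at 173218743 to 173218923 on chromosome 2, with a fold enrichment of 2.85 and a log10 FDR of -6.82. On Gpr183, the peak at 121953324 to 121953473 on chromosome 14 had a fold enrichment of 2.09 and a log10 FDR of -10.6. The Ccr2 peak in the OVA list, at 124103414 to 124103804 on chromosome 9, had a fold enrichment of 5.39 and a log10 FDR of -32.4. Each of the 5 mRNAs also had at least 1 peak in the PBS list.

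**Figure D4:**
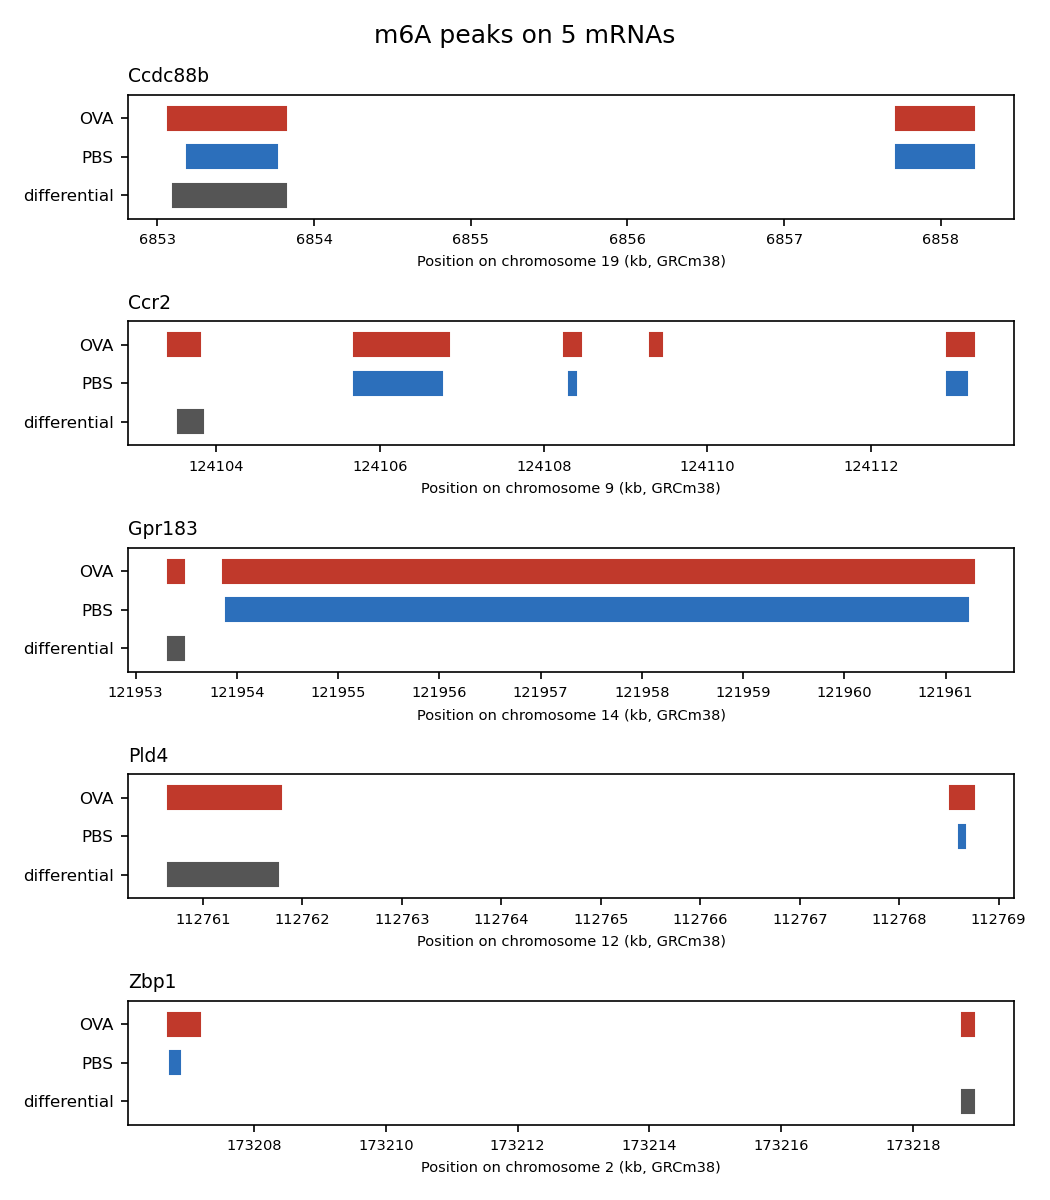
Genomic spans, introns included, of the OVA peaks, PBS peaks and the paper's differential peak on 5 mRNAs, with the position in kb. A PBS peak lies at the differential peak on Ccdc88b, while Ccr2, Gpr183, Pld4 and Zbp1 have PBS peaks elsewhere.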

**Figure 10:**
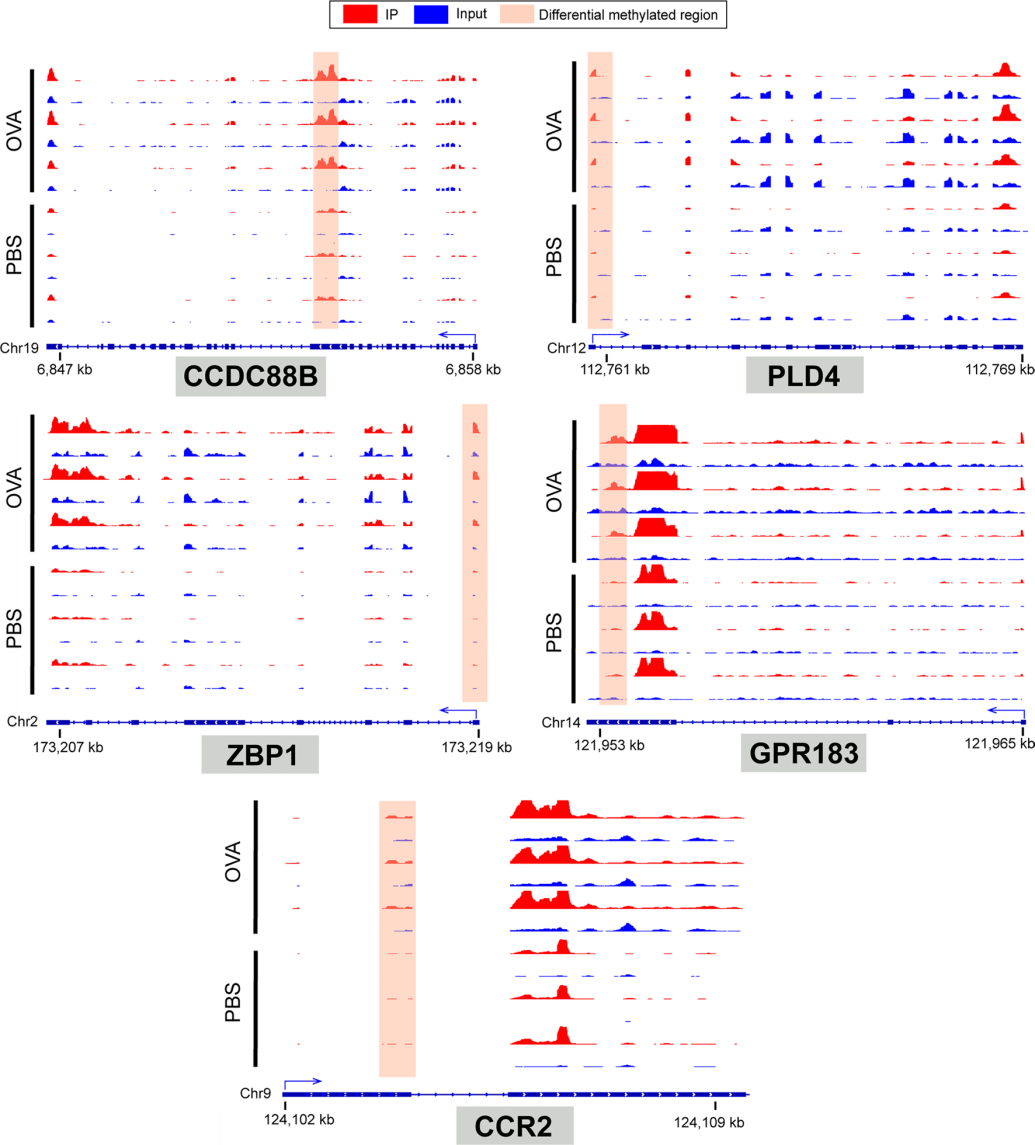
IGV tracks display the region distribution of peaks in CCDC88B, PLD4, ZBP1, GPR183, CCR2 genes. The peaks are located in the exon region of CCDC88B; 5' UTR region of PLD4, ZPB1 and CCR2; 3' UTR regions of GPR183.

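In the OVA list, the peak at the differential peak was annotated as exon for Ccdc88b, with a width of 750 bp, and as 5' UTR for Pld4 (1133 bp over 2 exonic blocks), Zbp1 (181 bp) and Ccr2 (391 bp). For Gpr183 it was annotated as 3' UTR, with a width of 150 bp. All 5 peaks were called on the gene to which they were assigned.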

## Discussion

### Progress of m6A Methylation in Asthma

The m6A methylation of RNA is a reversible epigenetic modification (38), and its methylation level is tightly regulated by m6A methylase and demethylase. m6A modification is mediated and facilitated by methylases such as METTL3 (methyltransferase-like 3), METTL14, and WTAP (Wilms’ tumor 1-associated protein), whereas modification can be reversed by demethylases such as FTO (fat mass and obesity-associated protein) and ALKBH5 (alkylation repair homolog 5) (35). Thus far, only two studies have directly investigated the relationship between asthma and m6A modification. One of them showed that m6A enzymes may have a role in the pathogenesis of asthma through bioinformatics analysis of the public dataset from the GEO database (39). This study analyzed the gene expressions of m6A enzymes in the peripheral blood mononuclear cells of children (average age, 8.4 years) with asthma and found two different expression patterns of the m6A enzymes that were associated with the immune responses of T helper cells (Th1 and Th2). Besides, the degree of immune infiltration was higher in patients with an upregulated methylase WTAP gene expression compared to that in patients with a downregulated expression (39). Another intensive research reported on the potential mechanism of m6A modification in the Th2 immune response of asthma (40). The research group found that OVA-induced FTO knockout mice exhibited evident defects of motile ciliogenesis and asthma-like inflammatory phenotypes, such as the upregulated expression of the Th2 cytokine (IL-13) and the downregulated expression of the Th1 cytokine (IL-12b) mRNA in lung tissues, and significantly increased levels of IL-13 and IL-4 in BALF (40). They speculated that the decrease of ciliary cells in the airway epithelium may be responsible for the aggravation of airway Th2 immune response.

Dysfunction of airway epithelial cells underlies the pathogenesis of airway hyperresponsiveness and inflammation in asthma. A recent study investigated the role of m6A modification in human airway epithelial cells (41). The results showed that the expression level of methylase METTL3 mRNA and the m6A modification level of total RNA were significantly increased in the human bronchial epithelial (HBE) and A549 cells induced by fine particulate matter (PM_2.5_). Subsequent findings suggested that the METTL3 protein could maintain the stability of the oxidative stress-induced growth inhibitor 1 (*OSGIN1*) mRNA by increasing the m6A methylation level and thus participate in PM_2.5_-induced airway epithelial cell damage (41). Likewise, another recent study examined the role of the demethylase FTO in the differentiation of HBE cells to ciliated cells (40). The results showed that the mRNA levels of *FTO* and master ciliary transcription factor (*FOXJ1*) were significantly increased in epithelial cells cultured under the condition of air–liquid interface after 14 days. The protein levels of *FTO* and *FOXJ1* showed the same trend after 16 days of culture. In addition, *FTO* knockdown HBE cells exhibited inhibition of the expression of *FOXJ1* and differentiation of ciliated cells; the goblet cell numbers were instead increased (40). The researchers further observed that the multi-ciliated cells and the *FOXJ1* mRNA levels in the lung tissues of FTO knockout mice were lower than those in wild-type mice. These findings revealed that m6A demethylation may affect the formation of motor cilia in the airway epithelium by regulating the expression of *FOXJ1*.

However, no previous study has comprehensively examined the m6A modification characteristics in strictly identified animal models of asthma or patients with asthma. The above studies neither explored the mechanism of m6A modification that contributed to the asthmatic immune response nor the role of m6A modification in the most important phenotype of asthma, airway hyperreactivity. To complement these studies, we therefore employed MeRIP-seq and RNA-seq to reveal, for the first time, the m6A methylation characteristics of asthmatic mice at the whole transcriptome level and to analyze in detail the asthma-related methylated genes and their potential functions.

### Asthmatic Phenotypes Induced by OVA

Airway inflammation and hyperreactivity are two typical pathological hallmarks of asthma (42). The inflammatory process of asthma is characterized by excessive Th2 immune response caused by the imbalance of the Th1/Th2 cell ratio. The increased Th2 cells subsequently secrete large quantities of cytokines such as IL-4, IL-5, and IL-13. IL-4 promotes the differentiation of memory B cells, which produce a plethora of IgE when stimulated by antigens. IL-5 induces the infiltration of eosinophilic cells into lung tissues, and IL-13 activates a vast panel of inflammatory cells and promotes mucus secretion and bronchial constriction (43). IgE and Th2-type cytokines further aggravate airway hyperreactivity and elicit airway remodeling by activating fibroblasts (28). In the OVA-induced mice, we observed typical airway hyperresponsiveness and reduced pulmonary compliance, which represent the most important indicators to evaluate the success of the establishment of a mouse model of asthma. We further detected that the OVA-induced mice presented excessive Th2-type immune response; for instance, the levels of IL-4, IL-5, and IL-13 in serum and IgE in BALF were significantly increased. Moreover, the number and percentage of eosinophils in the BALF of the model group were significantly higher than those in the control group; so were the number of total and different subtypes of white blood cells. HE, PAS, and MT staining respectively displayed massive infiltration of inflammatory cells, mucus hypersecretion, and airway structure change in lung tissues. Overall, these results validated that OVA successfully induced airway hyperresponsiveness and inflammation, goblet cell hyperplasia, and airway remodeling, which conform to the pathological changes of asthma (44, 45), thus demonstrating the effectiveness of our model.

### The m6A Methylation Pattern in Asthma

Our results showed that there were prominent m6A modifications in both normal and OVA-induced lung tissues. The two groups have approximately the same distribution characteristics of the m6A peaks, such as the peak frequency and width within mRNA transcripts and the distribution of m6A peaks in genic regions. Nevertheless, there were a large number of unique m6A peaks and methylated mRNAs in OVA-induced lung tissues. We speculated that OVA induced a specific pattern of m6A methylated modification. m6A modification was widely distributed in the RNA transcripts of eukaryotes, and the m6A peaks were highly abundant in different organs and tissues. In this study, we identified 27,292 m6A peaks in OVA-induced lung tissues. Most of these m6A peaks were distributed in the 3' UTR and exon regions, which is inconsistent with the previously reported peak distribution trend in mouse liver (46), sheep liver (47), rat heart (48), and human tumor tissue (49, 50). We considered that such inconsistencies may be related to different species, tissues, and conditions. In the OVA-induced lung tissues, we also found various subsets of the typical sequence motif RRACH which have been confirmed to be closely related to the enrichment of m6A peaks (35). Our results demonstrated that m6A methylation might have a role in asthma disease.

### Differential Methylated mRNAs Contribute to Airway Inflammation in Asthma

We analyzed the distribution of the differentially methylated peaks in the mRNA transcripts and found that there were 353 significantly hypermethylated and 150 significantly hypomethylated m6A peaks within 329 and 143 mRNA transcripts, respectively. To determine the biological functions of the differentially methylated mRNAs in asthma, we performed GO and KEGG enrichment analyses. The GO enrichment results showed that these differentially methylated mRNAs were significantly enriched in 120 GO terms. Of these, “regulation of Wnt signaling pathway”, “T-helper 1 cell differentiation”, “G protein-coupled receptor signaling pathway”, “G protein-coupled receptor activity”, and “cytokine activity” were closely related to immune function. Several previous studies have found that the Wnt signaling pathway have immunomodulatory effects and are closely related to lung function in asthma. For instance, the Wnt signaling pathway has been shown to be positively correlated with the airway Th2 immune response in asthmatic patients (51, 52). The Wnt/β-catenin pathway combined with transforming growth factor beta (TGF-β) can regulate airway remodeling mediated by epithelial–mesenchymal transition in asthma patients (53). Wnt1 was able to reduce airway allergic inflammation and the hyperresponsiveness of asthma by inhibiting the activation of pulmonary dendritic cells (54). Activation of Wnt-3A promoted the maturation of mast cells, thereby further aggravating the infiltration of immune cells in asthmatic airways (52). Th1 cells are considered to inhibit the function of Th2 cells and thus play an anti-asthmatic role (55). The overreaction of Th2 cells led to the imbalance of the Th1/Th2 ratio, which may increase exacerbations in asthma (56). In contrast, several researches have verified that Th1 cells promoted airway neutrophil infiltration and Th2 cell-induced eosinophil recruitment. Both Th1 and Th2 cells were able to induce airway inflammation. Moreover, the airway hyperresponsiveness induced by Th1 cells was even more severe than that induced by Th2 cells (57). A study has shown *in vitro* that OVA, IL-2, and IL-18 could stimulate Th1 cells to produce a vast panel of cytokines such as IFN-γ, IL-9, IL-13, GM-CSF, RANTES, and MIP-1. *In vivo* experiments have suggested that intranasal interventions with OVA and IL-18 in mice receiving adoptive transfer of Th1 cells could induce severe airway inflammation and hyperresponsiveness (58).

Differentially methylated mRNAs were enriched on the G protein-coupled receptor (GPR)-related GO terms. Multiple studies have confirmed that many GPR family molecules were involved in the functional regulation of immune cells. For example, lysophosphatidylserine suppresses the IL-2 secretion of CD4^+^ T cells through GPR174 (59). GPR174 inhibited the proliferation of regulator T cells in the thymus (60), and GPR84 signaling could promote macrophages to produce inflammatory cytokines and chemokines, such as TNF-α, IL-6, IL-12b, CCL2, CCL5, and CXCL1 (61). Lipopolysaccharide (LPS) induced GPR84 expression in monocytes/macrophages, and GPR84, in turn, promoted IL-12b secretion by monocytes/macrophages (62), which further facilitated the differentiation of Th1 cells and the generation of related cytokines, thus affecting the balance of Th1/Th2 (63). Medium-chain free fatty acids regulated the balance of Th1/Th2 by directly acting on GPR84 (62), and GPR21 can promote the migration of macrophages to inflammatory tissues (64). In addition, the differentially methylated gene *CXCL16* enriched in the GO term “cytokine activity” could enhance Th1-type immune response (65).

The KEGG enrichment results showed that the differentially methylated mRNAs significantly enriched in the pathway “hematopoietic cell lineage” were *FCER2A*, *GP1BA*, *IL-7*, and *CD5*. Hematopoietic stem cells are well-known progenitors that can differentiate into multiple essential immune cells, including T cells, B cells, natural killer cells, dendritic cells, and macrophages (66). The differentially methylated mRNAs enriched in this pathway were involved in the regulation of immune function. For example, *FCER2A* (CD23) is associated with the activation of B cells (67). *GP1BA*, a glycoprotein component on the surface of platelets is often related to clotting function (68) and has also been considered to participate in lung inflammation (69, 70). IL-7 is considered to activate eosinophils and has a pivotal function in allergic inflammation in asthma (71), but is also essential for T- and B-cell development (72). CD5, a transmembrane protein, is expressed in both T and B cells that affects thymocyte development and negatively regulates T-cell activation (73). In our case, we speculated that these differentially methylated mRNAs may be playing a role in the pathogenesis of asthma by regulating the functions of immune cells. Additionally, these differentially methylated mRNAs were also significantly enriched in pathways including “complement and coagulation cascades”, “calcium signaling pathway”, and “herpes simplex virus 1 infection”. Although these pathways have not been reported in asthma, they deserve attention.

### RNA-Binding Proteins in Asthma

RBPs have substantial implications in gene expression and the occurrence and progression of diseases. RBPs affect RNA fate through binding to RNAs for regulatory alternative splicing, nuclear export, stability, localization, and translation (74). The m6A sites in RNA have been found to be specifically recognized by a number of RBPs, such as the YTH domain family proteins and HNRNP family proteins (35), which are the executors of m6A-associated biological functions. Due to certain diverse RBPs that can bind to m6A peak sites, the regulation of RNA processes by m6A methylation is highly heterogeneous (75). Interestingly, recent research has reported that the RBPs were also directly involved in the pathogenesis of asthma. The researchers adopted the method of OVA combined with complete Freund’s adjuvant induction to establish refractory neutrophilic inflammation of asthma. They observed that the RBP Mex-3B knockout mice have less neutrophilic airway inflammation and airway responsiveness than did wild-type mice (76). To identify how differentially methylated mRNAs function, we explored the RMBase (v2.0) database (37) to predict the potential RBPs that may bind to the methylated peak sites. Subsequent results showed that 395 differentially methylated sites were bound by 25 RBPs in asthmatic lung tissues. Accordingly, a study also predicted 25 RBPs that bound to 163 differentially methylated sites in liver tissues of high-fat diet-induced mice (46). This hinted at the distribution of RBPs among different tissues being conserved. In order to identify the functions of these RBPs in asthmatic lung tissues, we conducted GO and KEGG enrichment analyses. The results showed that the functions of these RBPs prevailed in mRNA biogenesis and metabolism, such as “mRNA processing”, “regulation of RNA splicing”, “mRNA binding”, “mRNA splice site selection”, “mRNA stabilization”, “mRNA surveillance pathway”, and “RNA transport”. We speculated that RBPs may affect the expressions of these differentially methylated transcripts by regulating RNA processes, thus participating in the pathological mechanism of asthma, which is worth further exploration in a future study.

### m6A Methylation Regulates Gene Expression

m6A methylation has been reported to affect mRNA stability and degradation and relies on the binding of m6A-related RBPs, thereby regulating mRNA expression (2, 38). To investigate whether m6A methylation affects gene expression in asthma, we assessed the expressions of genes in the differentially methylated sites. Firstly, we analyzed the gene expression profiles of asthmatic lung tissues and obtained 2,170 upregulated and 1,596 downregulated genes. These differentially expressed genes were mostly related to the immune regulatory mechanism of asthma, such as “immune system process”, “innate immune response”, “B-cell receptor signaling pathway”, “immunoglobulin production”, “immunoglobulin receptor binding”, “phagocytosis”, “recognition”, “antigen binding”, “chemokine signaling pathway”, and “cytokine–cytokine receptor interaction”.

Next, we proceeded to jointly analyze the differentially expressed genes and differentially methylated peaks in asthmatic lung tissues and obtained 107 hypermethylated mRNAs with high expression, 20 hypermethylated mRNAs with low expression, 9 hypomethylated mRNAs with high expression, and 34 hypomethylated mRNAs with low expression. In addition, Pearson’s correlation analysis showed that the methylation levels of these genes were positively correlated with their expression levels. In our results, the hypermethylated mRNAs with high expression accounted for the largest proportion in asthmatic lung tissues. We concluded that, in asthma, the effect of m6A methylation in maintaining the stability of mRNAs predominates. However, other differential mRNAs, such as hypermethylated mRNAs with low expression and hypomethylated mRNAs with differential expression, may also play important roles in asthma, although they accounted for only low proportion. In this case, which m6A-related RBPs regulated these differentially methylated mRNAs with differential expression and how these mRNAs play a role in asthma will be further investigated in the future.

Furthermore, the results of the enrichment analyses showed that a portion of these mRNAs was associated with immune function such as “inflammatory response”, “innate immune response”, “positive regulation of T-cell activation”, “positive regulation of cytokine production”, “response to interleukin-1”, “chemokine receptor activity”, “T-cell chemotaxis”, and “hematopoietic cell lineage”. We selected five representative differentially methylated mRNAs with differential expressions (*CCDC88B*, *PLD4*, *ZBP1*, *GPR183*, and *CCR2*) from the above pathways and reviewed their roles in immunity. *CCDC88B* has a critical impact on the regulation of T-cell function. It has been reported that *CCDC88B* was highly expressed in CD4^+^ and CD8^+^ T cells and could regulate the maturation, activation, and proliferation of T cells and the production of related cytokines such as IFN-γ and TNF (77). In addition, *CCDC88B* was also involved in the occurrence of inflammatory diseases such as colitis (78). For example, *CCDC88B* expression was significantly elevated in lymphatic and myeloid cells of the colon lamina propria in patients with ulcerative colitis and Crohn’s disease. Similarly, *CCDC88B*-positive lymphocytes and myeloid cells were distinctly increased in the inflammatory tissues from a dextran sodium sulfate-induced mouse colitis model. Further research has shown that the deficiency of *CCDC88B* in immune cells can markedly diminish the inflammatory injury of the intestinal epithelial barrier and play an anti-colitis role (78). *PLD4* is closely associated with auto-inflammatory and autoimmune conditions (79). A previous study reported on the inflammatory phenotypes in *PLD4*-deficient mice, such as splenomegaly, and increased concentrations of IFN-γ and CXCL10 in plasma. Dendritic cells in *PLD4*-deficient mice exhibited enhanced TLR9-mediated inflammatory responses (80). PLD4 is considered to be a 5' exonuclease that can degrade the ligand of TLR9, thereby reduce TLR9-mediated inflammatory response. When both *PLD3* and *PLD4* genes are lacking, neonatal mice developed severe liver inflammation with extensive infiltration of CD68^+^ myeloid cells and exhibited significantly increased levels of cytokines (IL-6, IL-10, TNF, and IFN-γ) and chemokines (CXCL10, CCL7, and CCL2) in serum (80). Besides, *PDL4* is also believed to play a regulatory role in B-cell activation (81). ZBP1 is a key inflammatory mediator (82) and an innate immune sensor, which can regulate programmed cell death and inflammatory response (83). For instance, ZBP1 can mediate the necrosis or apoptosis of macrophages and induce the generation of inflammasome, thereby promoting the production of IL-1β. ZBP1 also elicited the activation of the classical inflammatory signaling pathway NF-κB (84) and may be involved in IL-17-mediated immune responses (85). The G-protein-coupled receptor GPR183 was highly expressed in immune cells and played an important role in adaptive immune response (86). GPR183 can not only promote the migration of CD4^+^ T cells to the outer T region and the differentiation of T follicular helper cells (87) but also control the migration of B cells and dendritic cells and the production of T-cell-dependent antibodies (88, 89). CCR2 belongs to a type of chemokine receptors widely expressed on monocytes, macrophages, Th1, natural killer cells, basophils, and immature dendritic cells and participates in monocyte migration and Th1-type adaptive immunity (90, 91). Evidence suggests that CCR2 can promote the release of monocytes from bone marrow into peripheral circulation and mediate the further migration of monocytes to local inflammatory tissues (92). CCR2 also plays a significant part in Th2-type immune response. For example, CCR2 knockout mice induced by diesel exhaust particles displayed complete abolishment of the recruitment of monocytes and dendritic cells in lung tissues and the disappearance of Th2 response in mediastinal lymph nodes (93). Otherwise, it has been reported that both Th1 and Th2 immune responses can promote the mRNA expression of *CCR2* chemokine ligands CCL2, CCL7, and CCL12 in skin tissues (94).

Based on all of the above findings, we hypothesize that the methylation alterations, by affecting the RNA life cycle *via* RBPs, can regulate mRNA expression and function in immune cells, thereby participating in the allergic immune response of asthma.

### Conclusions and Future Perspectives

Taken together, we identified a list of differentially methylated mRNAs and their potential binding proteins, which may serve as vital regulators in the pathogenesis of asthma. To our knowledge, we mapped the first mouse m6A methylomic landscape in the lung tissues following OVA-induced asthma, and our results provided a novel direction for understanding the mechanism of m6A methylation affecting allergic inflammation and screening potential therapeutic targets in asthma.

However, in this study, the expressions of the m6A-related enzymes and RBPs in the lung tissues of asthmatic mice were not examined. The interaction between the differentially methylated genes and RBPs and the mechanism by which RBPs regulate the expression levels of differentially methylated genes in asthma will be the focus of future research. Moreover, the roles of the differentially methylated mRNAs and the m6A-related enzymes and RBPs in asthmatic phenotypes such as airway inflammation, hyperresponsiveness, and remodeling deserve further investigation.

## Materials and Methods

### OVA-Induced Acute Allergic Asthma Model

Female BALB/c mice (6–8 weeks old) were raised and maintained at the Animal Center of Fudan University School of Pharmacy under specific pathogen-free conditions with food and water *ad libitum*. The animal study protocol was reviewed and approved by the Experimental Animal Ethics Committee of Fudan University School of Pharmacy (approval no. 2020-12-HSYY-WY-01). The mouse model of acute allergic asthma was prepared based on the procedures reported in a previous research, with slight modifications (95). The schematic design of the animal study is shown in **Figure 1A**. In detail, mice were randomly assigned to the normal control group (PBS, *n* = 12) and the asthma group (OVA, *n* = 12). For allergy sensitization, on days 0 and 7, each mouse was intraperitoneally injected with 20 μg/ml OVA (grade V, Sigma-Aldrich Inc., St. Louis, MO, USA) and 2 mg/ml aluminum hydroxide adjuvants (Sigma-Aldrich Shanghai Trading Co., Ltd., Shanghai, China) in 0.2 ml PBS solution or with 0.2 ml PBS alone as a control. For allergen challenge, from days 14 to 20, mice were exposed to 3% OVA (grade II, Sigma-Aldrich Inc., St. Louis, MO, USA) in PBS solution aerosolized *via* ultrasonic nebulizer (Yuyue Medical Equipment Co., Ltd., Shanghai, China) once daily for 30 min or exposed to PBS as a control.

### Bronchial Provocation Test

A bronchial provocation test was performed to determine airway hyperresponsiveness in mice. Here, we adopted methacholine (Sigma-Aldrich Shanghai Trading Co., Ltd., Shanghai, China) as the stimulus drug. One day after the last OVA challenge (day 21), airway resistance and dynamic compliance (*C*_dyn_) in mice were evaluated using the FinePointe RC System (DSI Buxco Electronics, Troy, NY, USA). Specific details of the measurement were described in our previous study (44, 45). Briefly, mice were intubated by tracheotomy under anesthesia and ventilated with 2 μl nebulized methacholine of different concentrations (0, 3.125, 12.5, and 50 mg/ml). The mouse bronchus was sequentially provoked with methacholine of increasing concentrations and the extrema of airway resistance and *C*_dyn_ recorded for each provocation. After the bronchial provocation test, whole blood was collected from anesthetized mice *via* quickly removing an eyeball. Mice were subsequently sacrificed by cervical dislocation under anesthetic status. Then, the BALF and lung tissues were collected and subjected to subsequent assays.

### Analysis of IgE, Cytokines, and Leukocytes

Whole blood was centrifuged (3,000 rpm, 30 min) and serum was separated for detecting the level of IgE. BALF was centrifuged (500 × *g*, 10 min) and the resultant supernatant was used for measuring the levels of IL-4, IL-5, and IL-13. These immune and inflammation-related protein levels were measured using ELISA following instructions in the kit (MultiSciences Biotech Co., Ltd., Hangzhou, China). The precipitate from BALF was collected to calculate the numbers and percentages of the different subsets of leukocytes using Auto Hematology Analyzer (Shenzhen Mindray Bio-Medical Electronics Co., Ltd., Shenzhen, China).

### Lung Histopathology

Lung tissues were fixed in 4% formaldehyde for more than 24 h and made into a paraffin section. HE, PAS, and MT staining was performed on lung sections to assess the degree of inflammation, mucus secretion, and collagen deposition in the lungs. Histopathologic results were interpreted using scoring methods described in previous studies *via* ImageJ software (96).

### MeRIP-Seq and RNA-Seq

MeRIP-seq and RNA-seq were performed by LC-Bio Technology Co., Ltd. (Hangzhou, China). Detailed experimental procedures were described in published literature (49). In brief, three biological replicates were used in each group. Total RNA from lung tissues was isolated using Trizol (Invitrogen, Carlsbad, CA, USA) in accordance with the protocol provided by manufacturer. We then used Nanodrop ND-1000 (NanoDrop, Wilmington, DE, USA) to determine the purity and concentration of total RNA and used Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA) for agarose electrophoresis to detect and verify the integrity of total RNA (RIN values >7.0). Ribosomal RNA was removed from total RNA using the Epicentre Ribo-Zero Gold Kit (Illumina, San Diego, CA, USA) and the remaining RNA was fragmented (86°C, 7 min) using RNA Fragmentation reagents (NEB, Ipswich, MA, USA). The fragmented RNA was incubated with m6A antibody (Synaptic Systems, Göttingen, Germany) as an immunoprecipitated RNA and was used for MeRIP-seq. The fragmented RNA without immunoprecipitation (IP) as an input RNA was used for RNA-seq. The IP and input RNAs were catalyzed by reverse transcriptase (Invitrogen, Carlsbad, CA, USA) to synthesize the first strand of complementary DNA (cDNA). Then, RNase H (NEB, Ipswich, MA, USA) was used to hydrolyze the RNA strand in the RNA–DNA hybridization molecule, and *Escherichia coli* DNA polymerase I (NEB, Ipswich, MA, USA) was used to synthesize the second strand of cDNA. Meanwhile, dUTP (Thermo Fisher, Waltham, MA, USA) was incorporated into the second strand. Subsequently, an A-base was added to the ends of each strand for ligating the cDNAs to the indexed adapters. After the second strand of the cDNAs containing dUTP was degraded using UDG enzyme (NEB, Ipswich, MA, USA), cDNA libraries with a fragment size of approximately 300 bp were constructed by PCR amplification. The libraries were paired-end sequenced (PE150 mode) using the Illumina Novaseq 6000 platform at LC-Bio Technology Co., Ltd. (Hangzhou, China).

### Data Processing and Statistical Analysis

Clean data in fastq format were obtained by removing adapter, repeated, and low-quality sequences from the raw reads of the IP and input samples using FASTP software (97). Clean data were aligned to the *Mus musculus* genome from Ensembl version 101 using HISAT2 (98) for obtaining the BAM files. For peak calling and identification of the differentially methylated peaks, the BAM files were analyzed using R package exomePeak (99). IGV software was used for the visualization of peaks (100) and R package ChIPseeker was used for the annotation of peaks (101). Homer software was used to search for motifs with a high confidence level in the peak region of each group of samples (http://homer.ucsd.edu/homer/motif). Mapped reads were assembled and the gene expression levels (in fragments per kilobase of transcript per million mapped reads) were assessed by StringTie (102). The differential expressions of the genes between the two groups were analyzed using the R package edgeR (103). In our study, the screening criteria for differentially methylated peaks and differentially expressed genes were |log_2_(Fold change)| > 1 and *p* < 0.05. We performed GO function and KEGG pathway enrichment analyses using the OmicStudio tools (https://www.omicstudio.cn/tool). The R package RIdeogram (36) was used to visualize the distribution of the differentially methylated m6A peaks within mRNAs. Correlation was analyzed using Pearson’s correlation. Differences between the OVA and PBS groups were analyzed using unpaired and two-tailed Student’s *t*-test, and lung function data were analyzed using two-way mixed-design ANOVA (GraphPad Prism 8.0). The data are presented as the means ± SD and differences were considered statistically significant when *p* < 0.05.

## Data Availability Statement

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE179874 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179874).

## Ethics Statement

The animal study was reviewed and approved by the Experimental Animal Ethics Committee of Fudan University School of Pharmacy (approval no. 2020-12-HSYY-WY-01).

## Author Contributions

JD and YW led and supervised the project and were involved in all aspects of the study. YW and FT conceived and designed the experiments. FT, WT, TW, JQ, YZ, XH, SW, XZ, ZT, and LY performed the experiments. FT and WT analyzed the data, interpreted the results, and prepared the figures. FT wrote the paper with input from YW. All authors commented and made edits to the manuscript. All authors contributed to the article and approved the final version.

## Funding

This work was supported by the Shanghai Science and Technology Commission Project (21S21902500), the National Natural Science Foundation of China (81774074, 82174495, 82174170), the Three-Year Action Plan (2018–2020) of Shanghai Municipality for accelerating the development of Traditional Chinese Medicine [ZY (2018–2020)-FWTX-4016], and Dong Jingcheng Expert Workstation of Yunnan Province.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] DesrosiersRFridericiKRottmanF. Identification of Methylated Nucleosides in Messenger RNA From Novikoff Hepatoma Cells. Proc Natl Acad Sci USA (1974) 71(10):3971–5. doi: 10.1073/pnas.71.10.3971 PMC4343084372599

[2] MeyerKDJaffreySR. The Dynamic Epitranscriptome: N6-Methyladenosine and Gene Expression Control. Nat Rev Mol Cell Biol (2014) 15(5):313–26. doi: 10.1038/nrm3785 PMC439310824713629

[3] WangXLuZGomezAHonGCYueYHanD. N6-Methyladenosine-Dependent Regulation of Messenger RNA Stability. Nature (2014) 505(7481):117–20. doi: 10.1038/nature12730 PMC387771524284625

[4] WangXZhaoBSRoundtreeIALuZHanDMaH. N(6)-Methyladenosine Modulates Messenger RNA Translation Efficiency. Cell (2015) 161(6):1388–99. doi: 10.1016/j.cell.2015.05.014 PMC482569626046440

[5] BolesNCTempleS. Epimetronomics: M6a Marks the Tempo of Corticogenesis. Neuron (2017) 96(4):718–20. doi: 10.1016/j.neuron.2017.11.002 29144970

[6] ShanKZhouRMXiangJSunYNLiuCLvMW. FTO Regulates Ocular Angiogenesis *via* M(6)A-YTHDF2-Dependent Mechanism. Exp Eye Res (2020) 197:108107. doi: 10.1016/j.exer.2020.108107 32531187

[7] WangLSongCWangNLiSLiuQSunZ. NADP Modulates RNA M(6)A Methylation and Adipogenesis *via* Enhancing FTO Activity. Nat Chem Biol (2020) 16(12):1394–402. doi: 10.1038/s41589-020-0601-2 32719557

[8] LeeHBaoSQianYGeulaSLeslieJZhangC. Stage-Specific Requirement for Mettl3-Dependent M(6)A mRNA Methylation During Haematopoietic Stem Cell Differentiation. Nat Cell Biol (2019) 21(6):700–09. doi: 10.1038/s41556-019-0318-1 PMC655689131061465

[9] WangYSunJLinZZhangWWangSWangW. M(6)A mRNA Methylation Controls Functional Maturation in Neonatal Murine Beta-Cells. Diabetes (2020) 69(8):1708–22. doi: 10.2337/db19-0906 32404350

[10] KudouKKomatsuTNogamiJMaeharaKHaradaASaekiH. The Requirement of Mettl3-Promoted MyoD mRNA Maintenance in Proliferative Myoblasts for Skeletal Muscle Differentiation. Open Biol (2017) 7(9):170119. doi: 10.1098/rsob.170119 28878038PMC5627051

[11] ChenXLiXGuoJZhangPZengW. The Roles of microRNAs in Regulation of Mammalian Spermatogenesis. J Anim Sci Biotechnol (2017) 8:35. doi: 10.1186/s40104-017-0166-4 28469844PMC5410700

[12] YangDDChenZHYuKLuJHWuQNWangY. METTL3 Promotes the Progression of Gastric Cancer *via* Targeting the MYC Pathway. Front Oncol (2020) 10:115. doi: 10.3389/fonc.2020.00115 32175271PMC7054453

[13] LiuXGonzalezGDaiXMiaoWYuanJHuangM. Adenylate Kinase 4 Modulates the Resistance of Breast Cancer Cells to Tamoxifen Through an M(6)A-Based Epitranscriptomic Mechanism. Mol Ther (2020) 28(12):2593–604. doi: 10.1016/j.ymthe.2020.09.007 PMC770473432956623

[14] LiuSLiQLiGZhangQZhuoLHanX. The Mechanism of M(6)A Methyltransferase METTL3-Mediated Autophagy in Reversing Gefitinib Resistance in NSCLC Cells by Beta-Elemene. Cell Death Dis (2020) 11(11):969. doi: 10.1038/s41419-020-03148-8 33177491PMC7658972

[15] WangKJiangLZhangYChenC. Progression of Thyroid Carcinoma Is Promoted by the M6a Methyltransferase METTL3 Through Regulating M(6)A Methylation on TCF1. Onco Targets Ther (2020) 13:1605–12. doi: 10.2147/OTT.S234751 PMC704474232158230

[16] ChengMShengLGaoQXiongQZhangHWuM. The M(6)A Methyltransferase METTL3 Promotes Bladder Cancer Progression *via* AFF4/NF-Kappab/MYC Signaling Network. Oncogene (2019) 38(19):3667–80. doi: 10.1038/s41388-019-0683-z 30659266

[17] BerulavaTBuchholzEElerdashviliVPenaTIslamMRLbikD. Changes in M6a RNA Methylation Contribute to Heart Failure Progression by Modulating Translation. Eur J Heart Fail (2020) 22(1):54–66. doi: 10.1002/ejhf.1672 31849158

[18] De JesusDFZhangZKahramanSBrownNKChenMHuJ. M(6)A mRNA Methylation Regulates Human Beta-Cell Biology in Physiological States and in Type 2 Diabetes. Nat Metab (2019) 1(8):765–74. doi: 10.1038/s42255-019-0089-9 PMC692451531867565

[19] HuangRZhangYBaiYHanBJuMChenB. N(6)-Methyladenosine Modification of Fatty Acid Amide Hydrolase Messenger RNA in Circular RNA STAG1-Regulated Astrocyte Dysfunction and Depressive-Like Behaviors. Biol Psychiatry (2020) 88(5):392–404. doi: 10.1016/j.biopsych.2020.02.018 32387133

[20] XuYYuanXDWuJJChenRYXiaLZhangM. The N6-Methyladenosine mRNA Methylase METTL14 Promotes Renal Ischemic Reperfusion Injury *via* Suppressing YAP1. J Cell Biochem (2020) 121(1):524–33. doi: 10.1002/jcb.29258 31318098

[21] ShulmanZStern-GinossarN. The RNA Modification N(6)-Methyladenosine as a Novel Regulator of the Immune System. Nat Immunol (2020) 21(5):501–12. doi: 10.1038/s41590-020-0650-4 32284591

[22] LiuYLiuZTangHShenYGongZXieN. The N(6)-Methyladenosine (M(6)A)-Forming Enzyme METTL3 Facilitates M1 Macrophage Polarization Through the Methylation of STAT1 mRNA. Am J Physiol Cell Physiol (2019) 317(4):C762–75. doi: 10.1152/ajpcell.00212.2019 31365297

[23] LiHBTongJZhuSBatistaPJDuffyEEZhaoJ. M(6)A mRNA Methylation Controls T Cell Homeostasis by Targeting the IL-7/STAT5/SOCS Pathways. Nature (2017) 548(7667):338–42. doi: 10.1038/nature23450 PMC572990828792938

[24] LuTXZhengZZhangLSunHLBissonnetteMHuangH. A New Model of Spontaneous Colitis in Mice Induced by Deletion of an RNA M(6)A Methyltransferase Component METTL14 in T Cells. Cell Mol Gastroenterol Hepatol (2020) 10(4):747–61. doi: 10.1016/j.jcmgh.2020.07.001 PMC749895432634481

[25] YuJTHuXWChenHYYangQLiHDDongYH. DNA Methylation of FTO Promotes Renal Inflammation by Enhancing M(6)A of PPAR-Alpha in Alcohol-Induced Kidney Injury. Pharmacol Res (2021) 163:105286. doi: 10.1016/j.phrs.2020.105286 33157234

[26] GuoMYanRJiQYaoHSunMDuanL. IFN Regulatory Factor-1 Induced Macrophage Pyroptosis by Modulating M6a Modification of Circ_0029589 in Patients With Acute Coronary Syndrome. Int Immunopharmacol (2020) 86:106800. doi: 10.1016/j.intimp.2020.106800 32674051

[27] LambrechtBNHammadHFahyJV. The Cytokines of Asthma. Immunity (2019) 50(4):975–91. doi: 10.1016/j.immuni.2019.03.018 30995510

[28] KuruvillaMELeeFELeeGB. Understanding Asthma Phenotypes, Endotypes, and Mechanisms of Disease. Clin Rev Allergy Immunol (2019) 56(2):219–33. doi: 10.1007/s12016-018-8712-1 PMC641145930206782

[29] LadjemiMZGrasDDupasquierSDetryBLecocqMGarulliC. Bronchial Epithelial IgA Secretion Is Impaired in Asthma. Role of IL-4/IL-13. Am J Respir Crit Care Med (2018) 197(11):1396–409. doi: 10.1164/rccm.201703-0561OC 29652177

[30] NialsATUddinS. Mouse Models of Allergic Asthma: Acute and Chronic Allergen Challenge. Dis Model Mech (2008) 1(4-5):213–20. doi: 10.1242/dmm.000323 PMC259083019093027

[31] BlanchetMRGoldMJMcNagnyKM. Mouse Models to Evaluate the Function of Genes Associated With Allergic Airway Disease. Curr Opin Allergy Clin Immunol (2012) 12(5):467–74. doi: 10.1097/ACI.0b013e328357cc17 22885889

[32] KaczmarekKACliffordRLKnoxAJ. Epigenetic Changes in Airway Smooth Muscle as a Driver of Airway Inflammation and Remodeling in Asthma. Chest (2019) 155(4):816–24. doi: 10.1016/j.chest.2018.10.038 30414795

[33] DurhamALWiegmanCAdcockIM. Epigenetics of Asthma. Biochim Biophys Acta (2011) 1810(11):1103–9. doi: 10.1016/j.bbagen.2011.03.006 21397662

[34] QiCXuCJKoppelmanGH. The Role of Epigenetics in the Development of Childhood Asthma. Expert Rev Clin Immunol (2019) 15(12):1287–302. doi: 10.1080/1744666X.2020.1686977 31674254

[35] ZhaoBSRoundtreeIAHeC. Post-Transcriptional Gene Regulation by mRNA Modifications. Nat Rev Mol Cell Biol (2017) 18(1):31–42. doi: 10.1038/nrm.2016.132 27808276PMC5167638

[36] HaoZLvDGeYShiJWeijersDYuG. RIdeogram: Drawing SVG Graphics to Visualize and Map Genome-Wide Data on the Idiograms. PeerJ Comput Sci (2020) 6:e251. doi: 10.7717/peerj-cs.251 PMC792471933816903

[37] XuanJJSunWJLinPHZhouKRLiuSZhengLL. RMBase V2.0: Deciphering the Map of RNA Modifications From Epitranscriptome Sequencing Data. Nucleic Acids Res (2018) 46(D1):D327–34. doi: 10.1093/nar/gkx934 PMC575329329040692

[38] FuYDominissiniDRechaviGHeC. Gene Expression Regulation Mediated Through Reversible M(6)A RNA Methylation. Nat Rev Genet (2014) 15(5):293–306. doi: 10.1038/nrg3724 24662220

[39] DaiBSunFCaiXLiCLiuHShangY. Significance of RNA N6-Methyladenosine Regulators in the Diagnosis and Subtype Classification of Childhood Asthma Using the Gene Expression Omnibus Database. Front Genet (2021) 12:634162. doi: 10.3389/fgene.2021.634162 33763115PMC7982807

[40] KimHLeeYSKimSMJangSChoiHLeeJW. RNA Demethylation by FTO Stabilizes the FOXJ1 mRNA for Proper Motile Ciliogenesis. Dev Cell (2021) 56(8):1118–30.e6. doi: 10.1016/j.devcel.2021.03.006 33761320

[41] YuanQZhuHLiuHWangMChuHZhangZ. METTL3 Regulates PM2.5-Induced Cell Injury by Targeting OSGIN1 in Human Airway Epithelial Cells. J Hazard Mater (2021) 415:125573. doi: 10.1016/j.jhazmat.2021.125573 33730643

[42] KoyaTKodamaTTakedaKMiyaharaNYangESTaubeC. Importance of Myeloid Dendritic Cells in Persistent Airway Disease After Repeated Allergen Exposure. Am J Respir Crit Care Med (2006) 173(1):42–55. doi: 10.1164/rccm.200505-783OC 16192450PMC2662981

[43] ChuppGLKaurRMainardiA. New Therapies for Emerging Endotypes of Asthma. Annu Rev Med (2020) 71:289–302. doi: 10.1146/annurev-med-041818-020630 31689153

[44] WuniqiemuTQinJTengFNabijanMCuiJYiL. Quantitative Proteomic Profiling of Targeted Proteins Associated With Loki Zupa Decoction Treatment in OVA-Induced Asthmatic Mice. J Ethnopharmacol (2021) 266:113343. doi: 10.1016/j.jep.2020.113343 32991972

[45] TangWDongMTengFCuiJZhuXWangW. TMT-Based Quantitative Proteomics Reveals Suppression of SLC3A2 and ATP1A3 Expression Contributes to the Inhibitory Role of Acupuncture on Airway Inflammation in an OVA-Induced Mouse Asthma Model. BioMed Pharmacother (2021) 134:111001. doi: 10.1016/j.biopha.2020.111001 33341053

[46] LuoZZhangZTaiLZhangLSunZZhouL. Comprehensive Analysis of Differences of N(6)-Methyladenosine RNA Methylomes Between High-Fat-Fed and Normal Mouse Livers. Epigenomics (2019) 11(11):1267–82. doi: 10.2217/epi-2019-0009 31290331

[47] LuZLiuJYuanCJinMQuanKChuM. M(6)A mRNA Methylation Analysis Provides Novel Insights Into Heat Stress Responses in the Liver Tissue of Sheep. Genomics (2021) 113(1 Pt 2):484–92. doi: 10.1016/j.ygeno.2020.09.038 32976974

[48] YangCZhaoKZhangJWuXSunWKongX. Comprehensive Analysis of the Transcriptome-Wide M6a Methylome of Heart *via* MeRIP After Birth: Day 0 *vs.* Day 7. Front Cardiovasc Med (2021) 8:633631. doi: 10.3389/fcvm.2021.633631 33829047PMC8019948

[49] HanZYangBWangQHuYWuYTianZ. Comprehensive Analysis of the Transcriptome-Wide M(6)A Methylome in Invasive Malignant Pleomorphic Adenoma. Cancer Cell Int (2021) 21(1):142. doi: 10.1186/s12935-021-01839-6 33653351PMC7923655

[50] ZhangZWangQZhangMZhangWZhaoLYangC. Comprehensive Analysis of the Transcriptome-Wide M6a Methylome in Colorectal Cancer by MeRIP Sequencing. Epigenetics (2021) 16(4):425–35. doi: 10.1080/15592294.2020.1805684 PMC799315332749190

[51] ChoyDFModrekBAbbasARKummerfeldSClarkHFWuLC. Gene Expression Patterns of Th2 Inflammation and Intercellular Communication in Asthmatic Airways. J Immunol (2011) 186(3):1861–9. doi: 10.4049/jimmunol.1002568 PMC398155621187436

[52] TebrokeJLieverseJESafholmJSchulteGNilssonGRonnbergE. Wnt-3a Induces Cytokine Release in Human Mast Cells. Cells (2019) 8(11):1372. doi: 10.3390/cells8111372 PMC691272831683769

[53] ReuterSBeckertHTaubeC. Take the Wnt Out of the Inflammatory Sails: Modulatory Effects of Wnt in Airway Diseases. Lab Invest (2016) 96(2):177–85. doi: 10.1038/labinvest.2015.143 26595171

[54] ReuterSMartinHBeckertHBrosMMontermannEBelzC. The Wnt/beta-Catenin Pathway Attenuates Experimental Allergic Airway Disease. J Immunol (2014) 193(2):485–95. doi: 10.4049/jimmunol.1400013 24929002

[55] HuangTJMacAryPAEynottPMoussaviADanielKCAskenasePW. Allergen-Specific Th1 Cells Counteract Efferent Th2 Cell-Dependent Bronchial Hyperresponsiveness and Eosinophilic Inflammation Partly *via* IFN-Gamma. J Immunol (2001) 166(1):207–17. doi: 10.4049/jimmunol.166.1.207 11123294

[56] QiuYYZhangYWQianXFBianT. miR-371, miR-138, miR-544, miR-145, and miR-214 Could Modulate Th1/Th2 Balance in Asthma Through the Combinatorial Regulation of Runx3. Am J Transl Res (2017) 9(7):3184–99.PMC555387128804539

[57] TakaokaATanakaYTsujiTJinushiTHoshinoAAsakuraY. A Critical Role for Mouse CXC Chemokine(s) in Pulmonary Neutrophilia During Th Type 1-Dependent Airway Inflammation. J Immunol (2001) 167(4):2349–53. doi: 10.4049/jimmunol.167.4.2349 11490024

[58] SugimotoTIshikawaYYoshimotoTHayashiNFujimotoJNakanishiK. Interleukin 18 Acts on Memory T Helper Cells Type 1 to Induce Airway Inflammation and Hyperresponsiveness in a Naive Host Mouse. J Exp Med (2004) 199(4):535–45. doi: 10.1084/jem.20031368 PMC221183314970180

[59] ShinjoYMakideKSatohKFukamiFInoueAKanoK. Lysophosphatidylserine Suppresses IL-2 Production in CD4 T Cells Through LPS3/GPR174. Biochem Biophys Res Commun (2017) 494(1-2):332–38. doi: 10.1016/j.bbrc.2017.10.028 29017923

[60] BarnesMJLiCMXuYAnJHuangYCysterJG. The Lysophosphatidylserine Receptor GPR174 Constrains Regulatory T Cell Development and Function. J Exp Med (2015) 212(7):1011–20. doi: 10.1084/jem.20141827 PMC449341426077720

[61] RecioCLucyDPurvisGSDIvesonPZeboudjLIqbalAJ. Activation of the Immune-Metabolic Receptor GPR84 Enhances Inflammation and Phagocytosis in Macrophages. Front Immunol (2018) 9:1419. doi: 10.3389/fimmu.2018.01419 29973940PMC6019444

[62] WangJWuXSimonaviciusNTianHLingL. Medium-Chain Fatty Acids as Ligands for Orphan G Protein-Coupled Receptor GPR84. J Biol Chem (2006) 281(45):34457–64. doi: 10.1074/jbc.M608019200 16966319

[63] TsunemiYSaekiHNakamuraKSekiyaTHiraiKFujitaH. Interleukin-12 P40 Gene (IL12B) 3'-Untranslated Region Polymorphism is Associated With Susceptibility to Atopic Dermatitis and Psoriasis Vulgaris. J Dermatol Sci (2002) 30(2):161–6. doi: 10.1016/s0923-1811(02)00072-5 12413772

[64] OsbornOOhDYMcNelisJSanchez-AlavezMTalukdarSLuM. G Protein-Coupled Receptor 21 Deletion Improves Insulin Sensitivity in Diet-Induced Obese Mice. J Clin Invest (2012) 122(7):2444–53. doi: 10.1172/JCI61953 PMC338682022653059

[65] UzaNNakaseHYamamotoSYoshinoTTakedaYUenoS. SR-PSOX/CXCL16 Plays a Critical Role in the Progression of Colonic Inflammation. Gut (2011) 60(11):1494–505. doi: 10.1136/gut.2010.221879 21471570

[66] LaiAYKondoM. T and B Lymphocyte Differentiation From Hematopoietic Stem Cell. Semin Immunol (2008) 20(4):207–12. doi: 10.1016/j.smim.2008.05.002 PMC257037018583148

[67] WeinsteinJAZengXChienYHQuakeSR. Correlation of Gene Expression and Genome Mutation in Single B-Cells. PloS One (2013) 8(6):e67624. doi: 10.1371/journal.pone.0067624 23840752PMC3695916

[68] McElrathTFCantonwineDEGrayKJMirzakhaniHDossRCKhajaN. Late First Trimester Circulating Microparticle Proteins Predict the Risk of Preeclampsia < 35 Weeks and Suggest Phenotypic Differences Among Affected Cases. Sci Rep (2020) 10(1):17353. doi: 10.1038/s41598-020-74078-w 33087742PMC7578826

[69] AchkarJMCortesLCroteauPYanofskyCMentinovaMRajotteI. Host Protein Biomarkers Identify Active Tuberculosis in HIV Uninfected and Co-Infected Individuals. EBioMedicine (2015) 2(9):1160–8. doi: 10.1016/j.ebiom.2015.07.039 PMC458841726501113

[70] McNicolAIsraelsSJ. Beyond Hemostasis: The Role of Platelets in Inflammation, Malignancy and Infection. Cardiovasc Hematol Disord Drug Targets (2008) 8(2):99–117. doi: 10.2174/187152908784533739 18537597

[71] KellyEAKoziol-WhiteCJClayKJLiuLYBatesMEBerticsPJ. Potential Contribution of IL-7 to Allergen-Induced Eosinophilic Airway Inflammation in Asthma. J Immunol (2009) 182(3):1404–10. doi: 10.4049/jimmunol.182.3.1404 PMC285124419155487

[72] ZhangXHuoLSongLHuZWangXHanY. Dominant Negative FADD/MORT1 Inhibits the Development of Intestinal Intraepithelial Lymphocytes With a Marked Defect on CD8alphaalpha+TCRgammadelta+ T Cells. Front Immunol (2018) 9:2038. doi: 10.3389/fimmu.2018.02038 30250469PMC6139313

[73] TarakhovskyAKannerSBHombachJLedbetterJAMullerWKilleenN. A Role for CD5 in TCR-Mediated Signal Transduction and Thymocyte Selection. Science (1995) 269(5223):535–7. doi: 10.1126/science.7542801 7542801

[74] GlisovicTBachorikJLYongJDreyfussG. RNA-Binding Proteins and Post-Transcriptional Gene Regulation. FEBS Lett (2008) 582(14):1977–86. doi: 10.1016/j.febslet.2008.03.004 PMC285886218342629

[75] ZhangZLuoKZouZQiuMTianJSiehL. Genetic Analyses Support the Contribution of mRNA N(6)-Methyladenosine (M(6)A) Modification to Human Disease Heritability. Nat Genet (2020) 52(9):939–49. doi: 10.1038/s41588-020-0644-z PMC748330732601472

[76] YamazumiYSasakiOSuyama-FuchinoSKohuKKamoshidaYHaradaH. The RNA-Binding Protein Mex-3B Plays Critical Roles in the Development of Steroid-Resistant Neutrophilic Airway Inflammation. Biochem Biophys Res Commun (2019) 519(2):220–26. doi: 10.1016/j.bbrc.2019.08.158 31493864

[77] KennedyJMFodilNTorreSBongfenSEOlivierJFLeungV. CCDC88B Is a Novel Regulator of Maturation and Effector Functions of T Cells During Pathological Inflammation. J Exp Med (2014) 211(13):2519–35. doi: 10.1084/jem.20140455 PMC426723725403443

[78] FodilNMoradinNLeungVOlivierJFRadovanovicIJeyakumarT. CCDC88B is Required for Pathogenesis of Inflammatory Bowel Disease. Nat Commun (2017) 8(1):932. doi: 10.1038/s41467-017-01381-y 29030607PMC5640600

[79] YooHJHwangWCMinDS. Targeting of Phospholipase D1 Ameliorates Collagen-Induced Arthritis *via* Modulation of Treg and Th17 Cell Imbalance and Suppression of Osteoclastogenesis. Int J Mol Sci (2020) 21(9):3230. doi: 10.3390/ijms21093230 PMC724759232370217

[80] GavinALHuangDHuberCMartenssonATardifVSkogPD. PLD3 and PLD4 are Single-Stranded Acid Exonucleases That Regulate Endosomal Nucleic-Acid Sensing. Nat Immunol (2018) 19(9):942–53. doi: 10.1038/s41590-018-0179-y PMC610552330111894

[81] AkizukiSIshigakiKKochiYLawSMMatsuoKOhmuraK. PLD4 is a Genetic Determinant to Systemic Lupus Erythematosus and Involved in Murine Autoimmune Phenotypes. Ann Rheum Dis (2019) 78(4):509–18. doi: 10.1136/annrheumdis-2018-214116 30679154

[82] LinJKumariSKimCVanTMWachsmuthLPolykratisA. RIPK1 Counteracts ZBP1-Mediated Necroptosis to Inhibit Inflammation. Nature (2016) 540(7631):124–28. doi: 10.1038/nature20558 PMC575568527819681

[83] KuriakoseTKannegantiTD. ZBP1: Innate Sensor Regulating Cell Death and Inflammation. Trends Immunol (2018) 39(2):123–34. doi: 10.1016/j.it.2017.11.002 PMC586390929236673

[84] MaelfaitJLiverpoolLRehwinkelJ. Nucleic Acid Sensors and Programmed Cell Death. J Mol Biol (2020) 432(2):552–68. doi: 10.1016/j.jmb.2019.11.016 PMC732252431786265

[85] DevosMTangheGGilbertBDierickEVerheirstraetenMNemegeerJ. Sensing of Endogenous Nucleic Acids by ZBP1 Induces Keratinocyte Necroptosis and Skin Inflammation. J Exp Med (2020) 217(7):e20191913. doi: 10.1084/jem.20191913 32315377PMC7336309

[86] GessierFPreussIYinHRosenkildeMMLaurentSEndresR. Identification and Characterization of Small Molecule Modulators of the Epstein-Barr Virus-Induced Gene 2 (EBI2) Receptor. J Med Chem (2014) 57(8):3358–68. doi: 10.1021/jm4019355 24678947

[87] LiJLuEYiTCysterJG. EBI2 Augments Tfh Cell Fate by Promoting Interaction With IL-2-Quenching Dendritic Cells. Nature (2016) 533(7601):110–4. doi: 10.1038/nature17947 PMC488366427147029

[88] HannedoucheSZhangJYiTShenWNguyenDPereiraJP. Oxysterols Direct Immune Cell Migration *via* EBI2. Nature (2011) 475(7357):524–7. doi: 10.1038/nature10280 PMC429762321796212

[89] LiuCYangXVWuJKueiCManiNSZhangL. Oxysterols Direct B-Cell Migration Through EBI2. Nature (2011) 475(7357):519–23. doi: 10.1038/nature10226 21796211

[90] GuLTsengSHornerRMTamCLodaMRollinsBJ. Control of TH2 Polarization by the Chemokine Monocyte Chemoattractant Protein-1. Nature (2000) 404(6776):407–11. doi: 10.1038/35006097 10746730

[91] DavidBAKubesP. Exploring the Complex Role of Chemokines and Chemoattractants *In Vivo* on Leukocyte Dynamics. Immunol Rev (2019) 289(1):9–30. doi: 10.1111/imr.12757 30977202

[92] TsouCLPetersWSiYSlaymakerSAslanianAMWeisbergSP. Critical Roles for CCR2 and MCP-3 in Monocyte Mobilization From Bone Marrow and Recruitment to Inflammatory Sites. J Clin Invest (2007) 117(4):902–9. doi: 10.1172/JCI29919 PMC181057217364026

[93] ProvoostSMaesTJoosGFTournoyKG. Monocyte-Derived Dendritic Cell Recruitment and Allergic T(H)2 Responses After Exposure to Diesel Particles are CCR2 Dependent. J Allergy Clin Immunol (2012) 129(2):483–91. doi: 10.1016/j.jaci.2011.07.051 21906792

[94] SokolCLCamireRBJonesMCLusterAD. The Chemokine Receptor CCR8 Promotes the Migration of Dendritic Cells Into the Lymph Node Parenchyma to Initiate the Allergic Immune Response. Immunity (2018) 49(3):449–63 e6. doi: 10.1016/j.immuni.2018.07.012 30170811PMC6192021

[95] HaspeslaghEDebeufNHammadHLambrechtBN. Murine Models of Allergic Asthma. Methods Mol Biol (2017) 1559:121–36. doi: 10.1007/978-1-4939-6786-5_10 28063042

[96] MaYGeAZhuWLiuYNJiNFZhaWJ. Morin Attenuates Ovalbumin-Induced Airway Inflammation by Modulating Oxidative Stress-Responsive MAPK Signaling. Oxid Med Cell Longev (2016) 2016:5843672. doi: 10.1155/2016/5843672 26783416PMC4691473

[97] ChenSZhouYChenYGuJ. Fastp: An Ultra-Fast All-in-One FASTQ Preprocessor. Bioinformatics (2018) 34(17):i884–90. doi: 10.1093/bioinformatics/bty560 PMC612928130423086

[98] KimDLangmeadBSalzbergSL. HISAT: A Fast Spliced Aligner With Low Memory Requirements. Nat Methods (2015) 12(4):357–60. doi: 10.1038/nmeth.3317 PMC465581725751142

[99] MengJLuZLiuHZhangLZhangSChenY. A Protocol for RNA Methylation Differential Analysis With MeRIP-Seq Data and Exomepeak R/Bioconductor Package. Methods (2014) 69(3):274–81. doi: 10.1016/j.ymeth.2014.06.008 PMC419413924979058

[100] RobinsonJTThorvaldsdottirHWincklerWGuttmanMLanderESGetzG. Integrative Genomics Viewer. Nat Biotechnol (2011) 29(1):24–6. doi: 10.1038/nbt.1754 PMC334618221221095

[101] YuGWangLGHeQY. ChIPseeker: An R/Bioconductor Package for ChIP Peak Annotation, Comparison and Visualization. Bioinformatics (2015) 31(14):2382–3. doi: 10.1093/bioinformatics/btv145 25765347

[102] PerteaMPerteaGMAntonescuCMChangTCMendellJTSalzbergSL. StringTie Enables Improved Reconstruction of a Transcriptome From RNA-Seq Reads. Nat Biotechnol (2015) 33(3):290–5. doi: 10.1038/nbt.3122 PMC464383525690850

[103] RobinsonMDMcCarthyDJSmythGK. Edger: A Bioconductor Package for Differential Expression Analysis of Digital Gene Expression Data. Bioinformatics (2010) 26(1):139–40. doi: 10.1093/bioinformatics/btp616 PMC279681819910308

How the deposited data were processed for this re-analysis (not part of the article)

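Lung RNA of 3 OVA and 3 PBS mice was sequenced as 6 IP and 6 input libraries. The authors removed adapter and low-quality sequences with FASTP, mapped the reads with HISAT2 to the mouse genome of Ensembl, called peaks with exomePeak and annotated them with ChIPseeker. They deposited 1 peak list for each group. How the 3 replicates of a group were combined into a list is not stated in the paper's text, and no values of single mice are in the lists. The deposited score of a peak is the log10 of its p value or of its FDR, as the authors' caller gave it. The deposited fold enrichment is the ratio of IP over input in the peak, also the authors' own, and was used only to describe, rank or filter peaks within its own list. The deposited widths, block numbers and distances to a transcript start are in bp or counts. Coordinates are those of the lists, counted from 1. Of the OVA peaks called on genes that RefSeq lists as protein-coding on GRCm38, 97.7% overlapped that gene's RefSeq position, a check that both use the same build. The identifier of the gene on which a peak was called had a symbol for 27259 of the OVA peaks and 26070 of the PBS peaks.

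mRNA peaks were those whose assigned transcript the authors annotate as protein-coding. Peaks of both lists were compared by the overlap of their exonic blocks, with a minimum of 1 bp. Alternatives were identical coordinates, overlapping genomic spans, an overlap of 50% of both peaks, an FDR under 0.05 and a fold enrichment of at least 2. Shares have 95% Wilson intervals, which cover counting error only. Chromosome numbers were compared by permutation tests with 100000 draws, two-sided for correlations. GO terms and KEGG pathways, taken from the lists' own annotation, were tested by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment, against the mRNAs with a peak in either list. The paper's differentially methylated peaks and joint set come from its Supplementary Tables S9 and S13, and their peaks were matched to the lists by block overlap. Where several list peaks overlapped, the one with the largest block overlap was used, and the first in the list where overlaps were equal. The gene on which such a peak was called was read from the OVA list, or from the PBS list where the OVA list had no overlap.

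The genes named are those that the paper names in its results, the 3 mRNA peaks with the highest fold enrichment in each list at an FDR under 0.05, and the 3 mRNA peaks in each list with the lowest p among those without an overlapping peak in the other list. Terms named are those that the paper names and the 3 with the lowest p. This rule, the main tests and most alternatives were chosen before the data were examined. The tests of the nearest transcript start, the chromosome Y peaks, the assignment of PBS peaks and the read numbers were chosen after their results were seen. The planned comparison of fold enrichments across the lists, as log2 ratios, was not run, since these values are compared only within a list. In its place, the median fold enrichment of the peaks found in both lists was set against 10000 random sets within the same list.

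Depth was taken from the paper's Supplementary Table S1, which gives between 71404494 and 85275354 valid reads per input library and between 84151426 and 91930976 per IP library. The lists give no read counts per peak, so no interval is given for a fold enrichment. OVA and PBS libraries share replicate numbers in their labels, and the pairing used in the block test of the exonic read share comes from these numbers alone. The mice of a pair are different animals.

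The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The code was tested on simulated data. None of 2164 overlapping pairs was computed wrongly, and none of 1475 enrichment p values differed from Fisher's exact test. In a first simulation, 17 of 20 planted terms were recovered after adjustment. The test had been set to require more, and the missed terms were found to be small, so the requirement was changed to terms of at least 30 genes. Over 100 simulations, 1895 of 1895 planted terms of at least 30 genes and 17 of 105 smaller ones were recovered, and 64 of 46954 unplanted terms were called. Small terms can therefore be missed after adjustment. The simulated terms had at least 20 genes, so still smaller terms were not covered. Among 5000 unrelated pairs of variables, 274 Pearson and 251 Spearman correlations had a permutation p under 0.05.

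Sequence motifs, the profile along transcripts, RNA-binding proteins, differential expression and KEGG category shares were not analysed here. The hypomethylated part of Supplementary Table S8 was not used here.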

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

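The test of the nearest transcript start and the test of the chromosome Y peaks were chosen only after the results were seen. No biological explanation was tested for the signals below, since the design gives none for them.

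The lists name, beside the assigned gene, the gene on which a peak was called, which the paper does not report on. Of the OVA peaks, 12773 were called on genes that RefSeq lists as protein-coding but were assigned to transcripts of another biotype, and so stand outside the mRNA peaks that the paper analyses. In the PBS list there were 12160. They make up 54.1% and 53.6% of the peaks called on protein-coding genes. If they lay on non-coding transcripts of the locus, their UTR share was set to be under 50% of that of the mRNA peaks. It was 70.8% in the OVA list, against 72.2% for mRNA peaks. The region does not follow the assigned transcript, since the Zbp1 peak that starts at 173206701 on chromosome 2 was assigned to a retained intron and annotated as 3' UTR. The share therefore cannot rule out non-coding transcripts of the locus, and whether these peaks lie on mRNAs is left open.

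Among mRNA peaks, 2629 of the OVA list and 2534 of the PBS list were called on another gene than the assigned one. Of the OVA peaks among them, 99.8% lay outside the assigned transcript or closer to its start than that transcript is long. This test could hardly have come out otherwise for a peak inside the transcript, so assignment by the nearest start can neither be shown nor ruled out by it. By position alone, 83.1% of these OVA peaks lay outside the assigned transcript. Of the paper's differentially methylated mRNA peaks with an overlapping list peak, 106 of 489 (21.7%) overlapped best with a peak called on another gene, where the OVA list was looked up first. In a count added after these results were seen, 81 of the 489 (16.6%) overlapped no peak of either list that was called on the assigned gene.

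The OVA list had 2 peaks on chromosome Y and the PBS list had none, although the mice were female. The peaks lay on Gm21860, from 90754896 to 90754957, and on Gm47283, from 90791740 to 90792098, with fold enrichments of 2.91 and 2.98. Both genes were named after their values were seen. For sequence shared between chromosomes X and Y, each peak was to lie in a RefSeq pseudogene of an X gene, and 1 of the 2 did. Reads from sequence shared with chromosome X could explain that peak, and for the other the test leaves the question open.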

How the results depend on the processing

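Over 38 results and 116 alternatives, 87 alternatives left the result within its limits, 26 moved it, 1 made it weaker and 2 reversed it. Alternatives described below as added were chosen after the data were seen, and the others before the data were examined. The cause of a change was not tested unless a value is given for it.

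The numbers of peaks and of genes with a peak in each list stayed within 1.5 times the main number under an FDR under 0.05, a fold enrichment of at least 2, counts of transcripts and a restriction of mRNA peaks to those on an exon of the assigned gene or not upstream of its start. As an added alternative, peaks called on RefSeq protein-coding genes in place of mRNA peaks gave 23615 peaks on 11400 genes in the OVA list and 22690 peaks on 11079 genes in the PBS list. With a fold enrichment of at least 2, the share of mRNAs with 1 peak was 58.7% in the OVA group and 58.4% in the PBS group. By the summed width of the blocks, 73.8% of OVA and 75.0% of PBS mRNA peaks were within 600 bp. For mRNA peaks only, the 3' UTR, exon and 5' UTR shares were 51.8%, 27.8% and 20.4% in the OVA list and 51.4%, 28.8% and 19.8% in the PBS list.

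Identical coordinates lowered the number of shared mRNA peaks to 1166 in each list. The overlap of spans, of 50% of both peaks, the 2 filters on the peaks and the added count of overlaps with any deposited peak stayed within 1.5 times the main number. When any deposited peak on the gene counted, 434 mRNAs had a peak only in the PBS list. An overlap of 50% of the differential peak left 86 hypermethylated and 42 hypomethylated peaks of the paper in both lists. At a differential FDR under 0.05, the paper's hypomethylated mRNA peaks numbered 90. The added alternatives for the median fold enrichments within a list kept them inside the 95% interval of bootstrap medians.

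The chromosome distribution of differentially methylated peaks passed p = 0.05 in the main test, against chromosome length and at a differential FDR under 0.05 (permutation tests, p from 0.00117 to 0.00994). Without the mitochondrial peaks it did not (permutation test, p = 0.291). The correlation of peak number with gene content stayed positive with p under 0.05 under its 3 alternatives, with r from 0.54 to 0.90. For chromosome length, leaving out chromosomes 1 and 19 gave r = 0.41, which did not pass (permutation test, p = 0.0937).

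The number of GO terms was 351 with all genes as background, 66 with terms of at least 5 background mRNAs, 344 with differential peaks at an FDR under 0.05, and 0 after adjustment, against 112 unadjusted. Of the 351 and 344 terms, 205 and 243 rested on 1 mRNA, and none of the 112 did. For KEGG the number was 2 with mRNAs in both lists as background and 0 after adjustment, against 4 unadjusted.

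The correlation of the paper's log2 fold changes in m6A and in expression was reversed in sign within the hypermethylated mRNAs, with r = -0.10, and within the hypomethylated mRNAs, with r = -0.13, both added alternatives. Neither was shown to differ from 0 (permutation tests, p = 0.259 and 0.396). Spearman's rho within these sets was 0.0085 and 0.0062, so the reversed sign was seen for Pearson's r only. Across both directions, rho was 0.34 (permutation test, p = 2e-05), also an added alternative.

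With the replicate number as a block, the difference in exonic read share between OVA and PBS libraries was 5.56 percentage points for input and 4.20 for IP libraries (exact permutation test, p = 0.25 each, the smallest that 3 pairs allow). Deviations of same-numbered libraries from their group means had a correlation of -0.36 for input and -0.69 for IP libraries over 3 pairs, so the numbers do not show a positive pairing. Leaving out each replicate gave differences from 4.99 to 6.15 for input and from 3.61 to 5.18 for IP libraries.

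The planned log2 ratios of fold enrichment across the lists, the numbers of peaks past a threshold of that ratio and its correlation with expression were not run, since the authors' fold enrichments are compared only within a list. The planned RRACH densities were not run, since no genome sequence was used. The lists hold 1 set of peaks per group, so no result on peaks was tested against the spread between mice.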

Differences from the paper's values

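The paper gives 1166 mRNA peaks as overlapping between the groups. By 1 bp of block overlap, 9174 OVA and 9298 PBS mRNA peaks were shared. The paper's unique mRNA peaks number 10253 in the OVA group and 9922 in the PBS group, against 2245 and 1790 here. Of the alternatives set before the data were examined, identical chromosome, start and end gave 1166 shared, 10253 OVA and 9922 PBS peaks. Overlap of genomic spans and of 50% of both peaks did not reach the paper's values, nor did the filters on FDR and fold enrichment for the shared peaks.

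For GO terms, the paper gives 87% of differentially methylated mRNAs for regulation of DNA-templated transcription, against 9.19% here, 81% for signal transduction, against 8.32%, and 64% for multicellular organism development, against 6.78%. For membrane the paper gives 91%, against 37.6%, for cytoplasm 76%, against 31.9%, and for nucleus 75%, against 31.3%. For protein binding it gives 82%, against 34.1%, for metal ion binding 47%, against 19.5%, and for DNA binding 26%, against 10.9%. No alternatives had been set for these shares.

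Among the GO terms that the paper names as enriched, 4 did not pass an unadjusted p of 0.05 in the main test. The G protein-coupled receptor signaling pathway had p = 0.140 (Fisher's exact test), and it passed with mRNAs in both lists as background (p = 0.0203), with all genes as background (p = 0.0150) and at a differential FDR under 0.05 (p = 0.0400). Sensory perception of smell had p = 0.116 and chromocenter p = 0.0533 (Fisher's exact tests). Both passed with mRNAs in both lists as background (Fisher's exact tests, p = 0.0325 and 0.0311) and with all genes as background (p = 0.0441 and 0.0495), and neither passed at a differential FDR under 0.05 (p = 0.354 and 0.231). Cytokine activity had p = 0.234 and passed under none of these alternatives, with p from 0.110 to 0.419 (Fisher's exact tests). Some terms that the paper names passed the main test and not every alternative. With mRNAs in both lists as background and at a differential FDR under 0.05, regulation of Wnt signaling pathway had p = 0.0773 and 0.0653, membrane attack complex p = 0.115 and 0.123, and inflammatory response to wounding p = 0.0593 and 0.0837 (Fisher's exact tests). At that FDR, bioactive lipid receptor activity had p = 0.123 and CCR4-NOT core complex p = 0.0837 (Fisher's exact tests).

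Of the KEGG pathways that the paper names for differentially methylated mRNAs, herpes simplex virus 1 infection had p = 0.0658 (Fisher's exact test), and passed with all genes as background (p = 0.0281) but not with mRNAs in both lists as background (p = 0.319) or at a differential FDR under 0.05 (p = 0.276). Hematopoietic cell lineage had p = 0.120 (Fisher's exact test), and passed at a differential FDR under 0.05 (p = 0.0372) but not with mRNAs in both lists (p = 0.171) or all genes (p = 0.184) as background. Complement and coagulation cascades passed the main test with p = 0.0492 but not with mRNAs in both lists as background (Fisher's exact tests, p = 0.143). For the joint set, alcoholism had p = 0.160 and hematopoietic cell lineage p = 0.144 (Fisher's exact tests), and no alternatives were run. Fcer2a, which the paper names in hematopoietic cell lineage, had no peak in either list.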

Other observations

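The tests of the PBS peak's assignment and of the read count were chosen only after the results were seen. The correlations within the hypermethylated and within the hypomethylated mRNAs were added after the data were seen. The remaining tests in this part were set before the results they measure.

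mRNA peaks without an overlapping peak in the other list were weak. Of the 2095 in the OVA list, 68.9% were among the 25% of OVA mRNA peaks with the weakest p values, and of the 1602 in the PBS list, 76.7% were among the weakest 25% of the PBS list. A position near the calling threshold is a candidate explanation for many of the peaks found in 1 list only. Their median log10 p value was -4.2 in the OVA list and -3.66 in the PBS list, against -42.6 and -34.2 for peaks with an overlap.

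Transcript abundance is another candidate explanation for mRNAs with a peak only in the OVA list. Of these, 61 of 864 (7.06%) were among the 539 upregulated genes in the part of the paper's Supplementary Table S12 used here, against 6 of 667 mRNAs with a peak only in the PBS list (0.90%). The shares differed (two-sided Fisher's exact test, p = 5.16e-10). mRNAs with a peak in both lists had a share of 2.29%. The part used here lists fewer upregulated genes than the paper reports, so the shares and the p depend on which it holds. For 47.1% of the mRNAs with a peak only in the OVA list, the PBS list had a peak called on the same gene or an overlapping peak. For these mRNAs the pattern cannot be told apart from an assignment of the PBS peak to another transcript or gene, while the rest had no such PBS peak. Of the mRNAs with a peak only in the PBS list, 52.8% had such a peak in the OVA list. A biological change in methylation was not separated from these explanations.

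The number of GO terms among differentially methylated mRNAs was not above that of random sets. In 79 of 100 random sets of as many mRNAs at least 112 terms had an unadjusted p under 0.05, with a median of 131.5 terms. For KEGG, 86 of 100 random sets gave at least 4 pathways, with a median of 8. The joint set differed for GO, where 3 of 100 random sets reached its 389 terms, and for KEGG 64 of 100 random sets reached its 5 pathways. The joint set had also been selected on expression and the random sets had not, so the GO excess does not separate methylation from expression.

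Across 169 of the 170 mRNAs of the joint set, with 1 left out for an infinite expression ratio, the paper's log2 fold changes in m6A and in expression gave an R squared of 0.201. Genes are not independent replicates. Because every mRNA had passed the paper's threshold of 1 on the absolute log2 fold change in both m6A and expression, the values form separate clusters. Within the 126 hypermethylated mRNAs, Pearson's r was -0.101 (permutation test, p = 0.259, adjusted p = 0.388) and Spearman's rho was 0.0085 (permutation test, p = 0.925). Within the 43 hypomethylated mRNAs, r was -0.131 (permutation test, p = 0.396) and rho was 0.0062 (permutation test, p = 0.969). The pooled relation was not seen inside either direction. The split by direction uses 1 of the correlated values, and the thresholds narrow the range inside each direction, so a weak relation there cannot be ruled out.

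The m6A and expression changes had the same direction for 121 of 144 mRNAs (84.0%) whose peak was called on the assigned gene and for 13 of 18 (72.2%) whose peak was called on another gene. No difference was shown (two-sided Fisher's exact test, p = 0.203), and with 18 mRNAs in the smaller group one cannot be ruled out.

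The paper's hypermethylated peaks outnumber its hypomethylated peaks. The numbers of reads do not settle whether depth explains this. The mean number of valid IP reads was higher in the OVA group by 621494, while the median was lower, with 89585572 in the OVA group and 91617932 in the PBS group. The mean number of valid input reads was 79106235 in the OVA group and 75928297 in the PBS group. The test asked only whether the OVA libraries had fewer reads, and more reads could also raise the number of OVA peaks, so the pattern cannot be told apart from a difference in depth. By the paper's own FDR, 174 of its 503 differentially methylated mRNA peaks (34.6%) did not fall under 0.05.

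The share of mapped reads in exons, from the paper's Supplementary Table S3, was 51.6% ± 0.70 (SD, n = 3) in OVA input libraries and 46.0% ± 0.71 (SD, n = 3) in PBS input libraries. The difference was 5.56 percentage points (exact two-sided permutation test, p = 0.10, the smallest that 3 mice against 3 allow). For IP libraries the shares were 70.1% ± 0.47 (SD, n = 3) and 65.9% ± 1.34 (SD, n = 3), a difference of 4.20 percentage points (exact permutation test, p = 0.10). With the replicate number as a block, each exact p was 0.25, and deviations of same-numbered libraries had a correlation of -0.36 for input and -0.69 for IP libraries.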
